# Chromatin dynamics and the role of G9a in gene regulation and enhancer silencing during early mouse development

**DOI:** 10.7554/eLife.09571

**Published:** 2015-11-09

**Authors:** Jan J Zylicz, Sabine Dietmann, Ufuk Günesdogan, Jamie A Hackett, Delphine Cougot, Caroline Lee, M Azim Surani

**Keywords:** epigenetic, stem cell, epiblast, post-implantation, primed pluripotency, histone, Mouse

## Abstract

Early mouse development is accompanied by dynamic changes in chromatin modifications, including G9a-mediated histone H3 lysine 9 dimethylation (H3K9me2), which is essential for embryonic development. Here we show that genome-wide accumulation of H3K9me2 is crucial for postimplantation development, and coincides with redistribution of enhancer of zeste homolog 2 (EZH2)-dependent histone H3 lysine 27 trimethylation (H3K27me3). Loss of G9a or EZH2 results in upregulation of distinct gene sets involved in cell cycle regulation, germline development and embryogenesis. Notably, the H3K9me2 modification extends to active enhancer elements where it promotes developmentally-linked gene silencing and directly marks promoters and gene bodies. This epigenetic mechanism is important for priming gene regulatory networks for critical cell fate decisions in rapidly proliferating postimplantation epiblast cells.

**DOI:** http://dx.doi.org/10.7554/eLife.09571.001

## eLife digest

The genome contains full instructions for the development of the whole organism. The genes within the genome encode for all the proteins, but specific genes are selected to be active at the appropriate time. For this reason, there are mechanisms that can turn the genes on and off as and when required. One such mechanism is called methylation, in which a chemical group called a methyl tag is added to either the DNA or to histone proteins. DNA wraps around histone proteins to form a structure called chromatin. When histones are tagged with a methyl group, they become closely packed, and the resulting compaction of the chromatin around a gene inactivates that gene. For gene activation, the methyl tag is replaced by another tag called acetyl, which allows the chromatin to de-compact and become more accessible.

Soon after fertilisation, most of the methyl tags an embryo inherits from its parents are removed and a group of stem cells is established. An opposite process takes place once the embryo “nests” in the uterus. Two enzymes called G9a and EZH2 add methyl tags to specific residues on specific histones to regulate the expression of genes at the time when cells begin to decide what tissue to become. Zylicz et al. have now investigated how these enzymes contribute to the changes in chromatin packing that occur during early mouse development that is essential for the progression of normal development.

In mouse embryos that lacked the G9a enzyme, Zylicz et al. found that specific genes were inappropriately and prematurely activated early in development, including those generally involved in regulating ‘reproduction’ and 'cell death'. Similarly, embryos that lacked the EZH2 enzyme experienced the early and inappropriate activation of a different set of developmentally important genes. In addition, switches called enhancers control gene expression, and Zylicz et al. found that these regulators are also turned off by histone modifications made by the G9a enzyme. Thus, these findings provide important insights on how genes are regulated during a critical period of mouse development, when cells prepare to acquire their specific identities. This should lead to further work on the role of G9a in the hours after fertilisation; that is before the ‘programming’ events described here.

**DOI:** http://dx.doi.org/10.7554/eLife.09571.002

## Introduction

Early mammalian development progresses through a series of landmark events that are regulated by transcriptional and epigenetic mechanisms. Accordingly, establishment of the pluripotent inner cell mass (ICM) in E3.5 blastocysts is linked with global DNA hypomethylation (Figure 1A) (Hackett et al., 2013a; Smith et al., 2012; Wang et al., 2014). Subsequent development of the ICM leads to the formation of primed postimplantation epiblast cells by E5.5–6.25, which are poised to initiate lineage-specification. This developmental transition is accompanied by epigenetic programming, including genome-wide de novo DNA methylation, and potentially accumulation of histone H3 lysine 9 dimethylation (H3K9me2) and redistribution of histone H3 lysine 27 trimethylation (H3K27me3) (Figure 1A) (Borgel et al., 2010; Leitch et al., 2013; Marks et al., 2012). Methyltransferase enzymes, G9a (encoded by *Ehmt2*) and enhancer of zeste homolog 2 (EZH2), respectively, are responsible for the establishment of these chromatin modifications (O'Carroll et al., 2001; Tachibana et al., 2002; 2005). However, the precise contribution of epigenetic programming for setting and regulating the transcriptional circuitry in early development remains to be fully elucidated (Li et al., 1992; O'Carroll et al., 2001; Okano et al., 1999; Tachibana et al., 2002).

**Figure 1.**
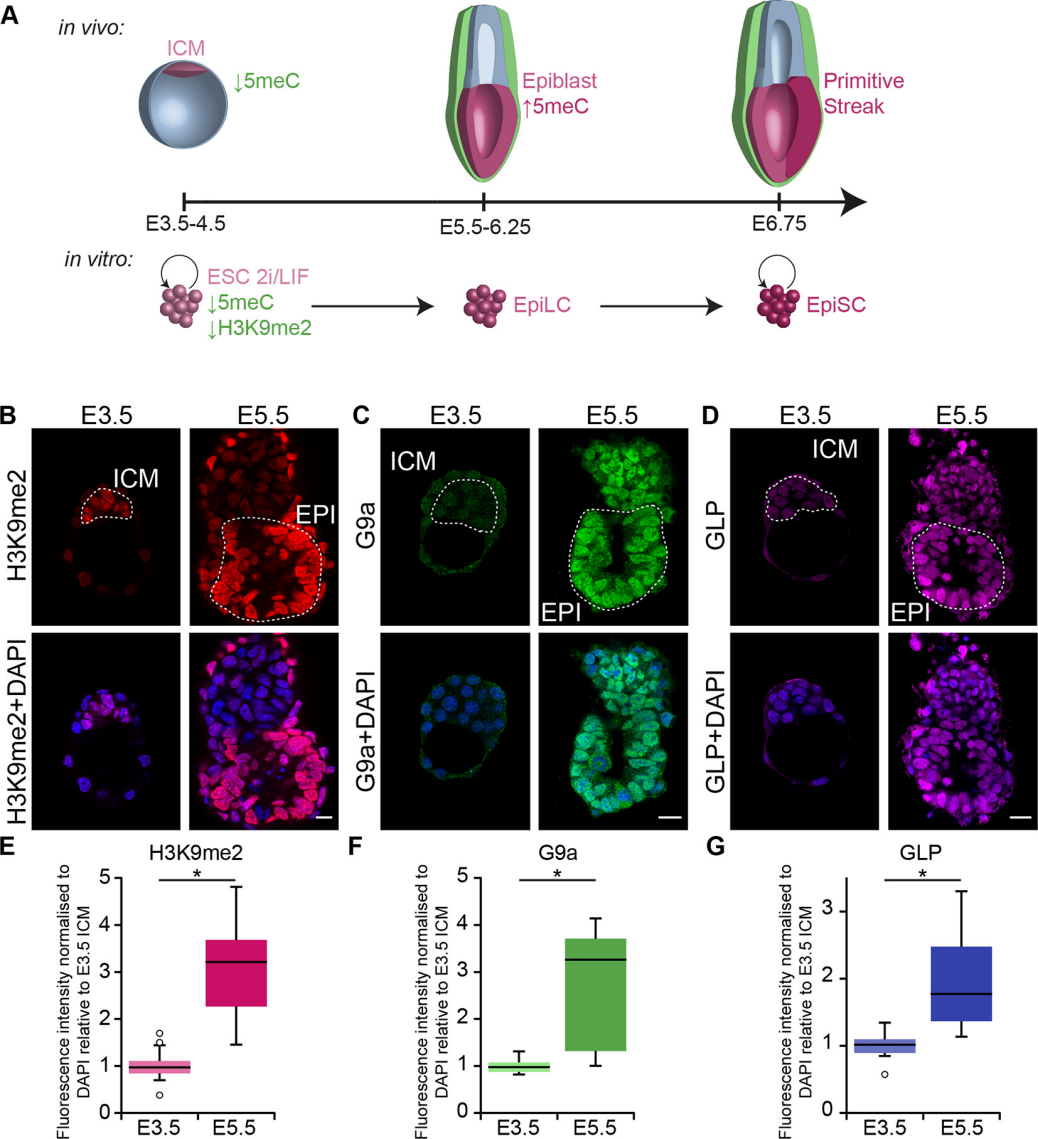
G9a-dependent programming occurs at implantation. (**A**) Schematic of early mouse development and their in vitro equivalents. Genome-wide DNA demethylation after fertilisation leads to an epigenetic basal state with low 5meC in ICM of blastocysts. Shortly after implantation, the epiblast cells undergo epigenetic programming, which includes de novo DNA methylation. By E6.25, the epiblast is primed for somatic development, while being competent for germline specification. Gastrulation follows at E6.75. Naïve ESCs, primed EpiLCs and EpiSCs represent different stages of in vivo development. ESCs grown in 2i/LIF medium resemble the ICM, while EpiLCs, induced from ESCs after 48 h in response to FGF2 and Activin A, are equivalent to epiblast. Their prolonged culture results in EpiSCs, which are reminiscent of the anterior primitive streak (Kojima et al., 2014). (**B–D**) Whole-mount IF staining for H3K9me2 (**B**), G9a (**C**) and GLP (**D**) in E3.5 and E5.5 embryos. Dotted line shows the ICM, and the EPI. It is noteworthy that a single confocal plane is shown to maintain original IF intensity. For anti-G9a staining of E5.5 embryo, visceral endoderm was removed to reduce the background signal (scale bar = 20 μm). (**E–G**) Box plots showing IF signal quantification for H3K9me2 (**E**), G9a (**F**) and GLP (**G**). Data shows IF intensity normaliseormalized to DAPI for individual ICM or epiblast cells. At least 3 embryos and 20 cells were quantified for each time point. (*p<0.05 in Wilcoxon rank sum test). DAPI: 4',6-diamidino-2-phenylindole; EPI: epiblast; EpiLCs: epiblast-like cells; ESCs: embryonic stem cells; FGF2: fibroblast growth factor 2; GLP: G9a-like protein; ICM: inner cell mass; IF: immunofluorescence; 2i/LIF: two-inhibitor/leukemia inhibitory factor. **DOI:** http://dx.doi.org/10.7554/eLife.09571.003

The involvement of specific enhancer elements in these events is of particular interest as they undergo rapid epigenetic setting, for example, by becoming activated or poised with histone H3 lysine 27 acetylation (H3K27ac) and H3K27me3 modifications, respectively (Creyghton et al., 2010; Heintzman et al., 2009; Nord et al., 2013; Rada-Iglesias et al., 2011; Zentner et al., 2011). Similarly, the transition from naïve embryonic stem cells (ESCs) to epiblast-like cells (EpiLCs) and epiblast stem cells (EpiSCs) is accompanied by rapid changes in enhancer usage (Buecker et al., 2014; Factor et al., 2014). These in vitro states are equivalent to the ICM, E6.25 epiblast and the primitive streak, respectively (Figure 1A) (Boroviak et al., 2014; Hayashi et al., 2011; Kojima et al., 2014). Similar events likely occur in postimplantation epiblast in vivo when cell cycle shortening is linked with extensive transcriptional and epigenetic alterations, in preparation for key cell fate decisions, including specification of somatic and germline fates (Borgel et al., 2010; Snow and Bennett, 1978). The modifications of enhancers in this context may be of crucial importance for ensuring appropriate response to the ongoing developmental cues.

In this study, we have focused on the contribution of G9a-mediated H3K9me2 and EZH2-dependent H3K27me3 to early mouse development. We found that during the formation of postimplantation epiblast, there is a dramatic increase in H3K9me2 levels and a concomitant H3K27me3 redistribution. These events are necessary for repression of a distinct set of genes, including regulators of the germline, cell cycle, apoptosis, and development. The rapid acquisition of H3K9me2 extends to key enhancer elements, thereby reinforcing their repression. We propose that such epigenetic programming of epiblast primes a specific gene regulatory network, which is a necessary prerequisite for embryogenesis.

## Results

### Epigenetic programming regulates growth and development of the embryo

First, we investigated the dynamics of epigenetic programming of repressive H3K9me2 during early mouse development. Immunofluorescence (IF) analysis of E3.5 and E5.5 embryos revealed significant enrichment of H3K9me2 in the epiblast of postimplantation embryos (Figure 1B,E). Accumulation of this modification, which is dependent on G9a and its binding partner G9a-like protein (GLP), coincides with increased levels of the enzymes (Figure 1C,D,F,G). To address the function of H3K9me2, we examined the consequences of *Ehmt2* deletion (*Ehmt2^−/−^*). Loss of G9a by E6.5 resulted in reduced levels of H3K9me2 modification, and an increase in apoptotic and non-proliferative cells as judged by IF staining for cleaved Caspase 3 and Ki67, respectively (Figure 2—figure supplement 1A,C,D). These changes led to a developmental delay of mutant embryos by E7.5 (Figure 2A,B), consistent with previous reports (Tachibana et al., 2002; Yamamizu et al., 2012).

**Figure 2.**
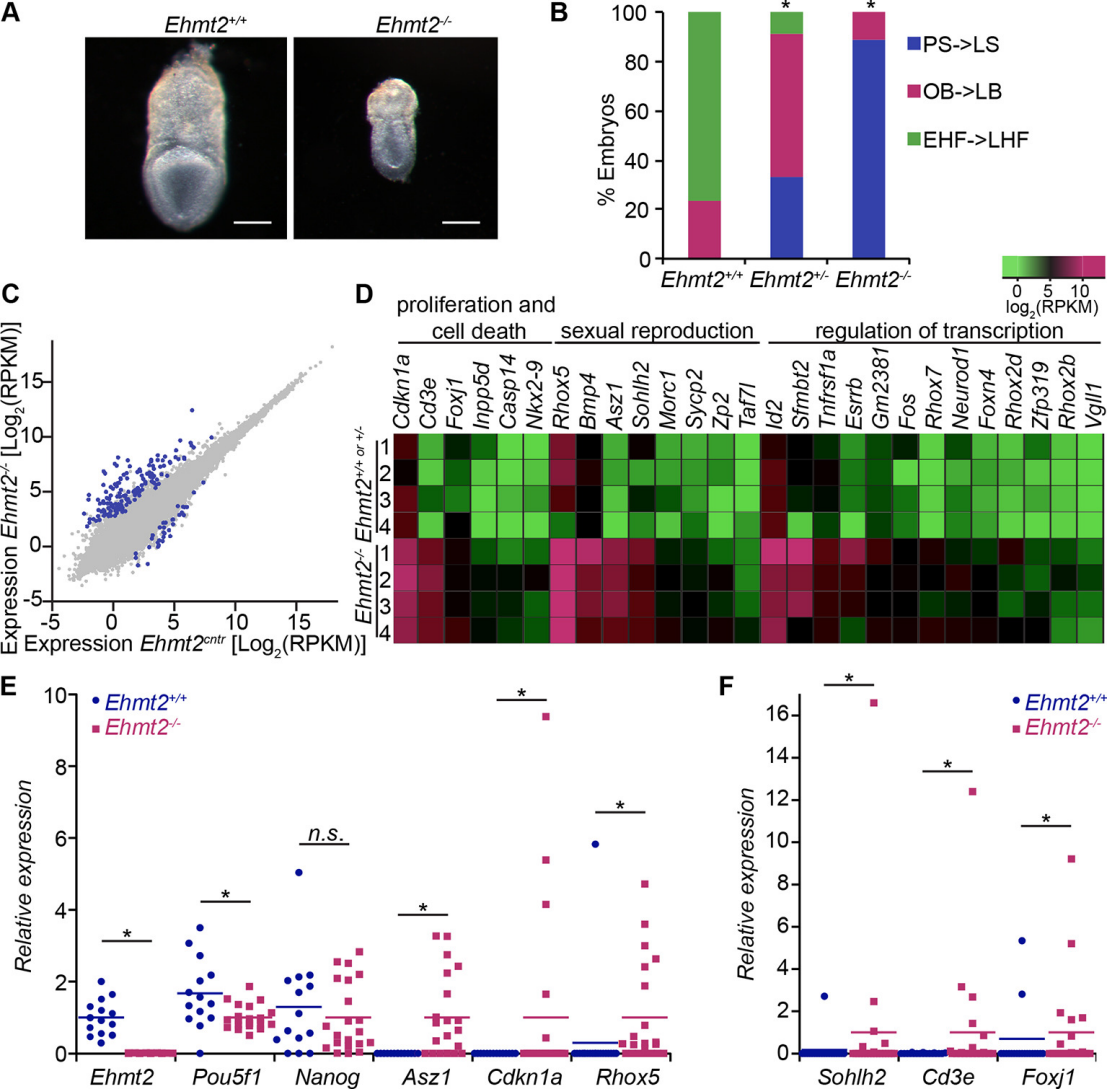
G9a represses germline and proliferation-related genes in the postimplantation epiblast. (**A,B**) bright-field images of *Ehmt2^+/+^*and *Ehmt2^−/−^* embryos at E7.5 (**A**) (scale bar = 0.1 mm). At least nine embryos of each type were staged (**B**) (*Chi^2^ test p-value= <0.05). (**C**) Scatter plot showing transcript expression levels in *Ehmt2^+/+or +/−^*and *Ehmt2^−/−^*E6.25 epiblast. Blue points are differentially expressed genes (Log2RPKM>1, p-value<0.05, Log2(FC)>1.4). Shown is the geometric average from four biological replicates. (**D**) Heatmap showing expression of selected genes from enriched GO categories. (**E,F**) Single-cell RT-qPCR validation of RNA-seq performed on individual epiblast cells isolated from E6.25 *Ehmt2^+/+ ^*or *Ehmt2^−/−^* embryos (minimum 2 embryos and 14 cells). Dot plots show levels of *Ehmt2,* pluripotency (*Nanog, Pou5f1*), germline (*Asz1, Rhox5, Sohlh2*) and proliferation regulators (*Cdkn1a, Cd3e, Foxj1*). Expression is normalised to *Arbp* and relative to average in *Ehmt2^−/−^* and for *Ehmt2* relative to *Ehmt2^+/+^*. Statistical significance was calculated using Wilcoxon rank sum test for *Pou5f1* and *Nanog,* where majority of WT and KO cells show detectable expression. For remaining genes a Chi^2^ test was used. (*p-value<0.05). Also see Figure 2—source data 1–4 and Figure 2—figure supplement 1–3. LHF: late head fold; EHF: early head fold; LB: late allantoic bud; OB: no allantoic bud; LS: late streak; PS: pre-streak. RT-qPCR: real-time quantitative polymerase chain reaction; RNA-seq: RNA sequencing; WT: wild-type: KO: knockout; GO: gene ontology; FC: fold change. **DOI:** http://dx.doi.org/10.7554/eLife.09571.004 10.7554/eLife.09571.005Figure 2—source data 1.List of differentially expressed genes in E6.25 *Ehmt2^−/−^* epiblast from RNA-seq analysis data is based on four individual *Ehmt2^−/−^* and control (*Ehmt2^+/+ ^*or *Ehmt2^+/−^)* epiblasts.Differentially expressed genes were identified using a minimum Log2(FC)>1.4 and maximum Fisher combined test of p-value<0.05. In the upregulated sample, expression was 1<log (RPKM). RNA-seq: RNA sequencing; RPKM: Reads Per Kilobase of transcript per Million mapped reads; FC: fold change.**DOI:** http://dx.doi.org/10.7554/eLife.09571.005 10.7554/eLife.09571.006Figure 2—source data 2.List of enriched GO terms in genes upregulated in E6.25 *Ehmt2^−/−^* epiblast GO term enrichment for biological processes was calculated using DAVID software with minimum five genes in a category and EASE p-value<0.05.EASE: Expression Analysis Systematic Explorer; GO: gene ontology.**DOI:** http://dx.doi.org/10.7554/eLife.09571.006 10.7554/eLife.09571.007Figure 2—source data 3.List of differentially expressed genes in E6.25 *Ezh2^−/−^*epiblast from RNA-seq analysis data is based on 3 individual *Ezh2^−/−^* epiblasts and 3 individual control (*Ezh2^+/+ ^*or *Ezh2^+/−^)* epiblasts.Differentially expressed genes were identified using a minimum Log2(FC)>1.4 and maximum Fisher combined test of p-value<0.05. In the upregulated sample, expression was 1<log(RPKM). RNA-seq: RNA sequencing; RPKM: Reads Per Kilobase of transcript per Million mapped reads; FC: fold change.**DOI:** http://dx.doi.org/10.7554/eLife.09571.007 10.7554/eLife.09571.008Figure 2—source data 4.List of enriched GO terms in genes upregulated in E6.25 *Ezh2^−/−^* epiblast GO term enrichment for biological processes was calculated using DAVID software with minimum five genes in a category and EASE p-value<0.05.EASE: Expression Analysis Systematic Explorer; GO: gene ontology.**DOI:** http://dx.doi.org/10.7554/eLife.09571.008

**Figure 2—figure supplement 1.**
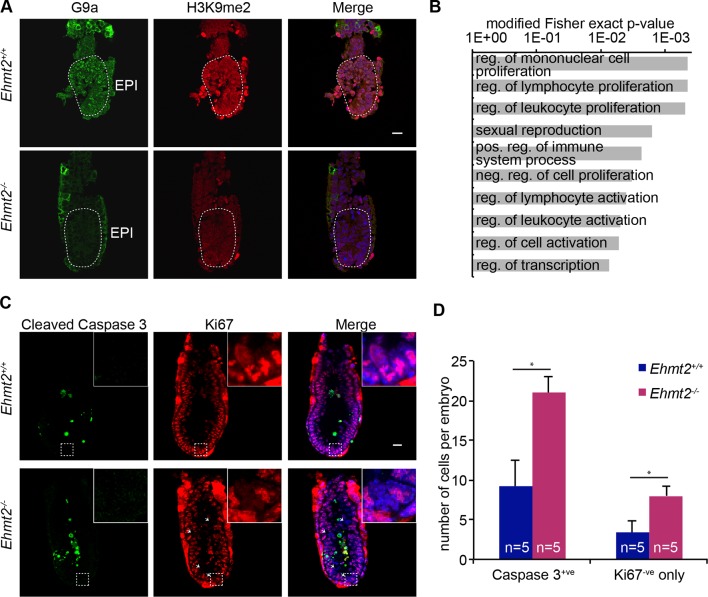
Epigenetic programming by G9a in postimplantation epiblast. (**A**) Cryosection IF of E6.25 *Ehmt2^+/+^* and *Ehmt2^−/−^* embryos stained with antibodies raised against G9a and H3K9me2. Scale bar = 20 μm. (**B**) Top 10 enriched GO terms in genes upregulated in *Ehmt2^−/−^* E6.25 embryos. (**C,D**) Whole-mount IF of E6.5 *Ehmt2^+/+^* and *Ehmt2^−/−^* embryos (**C**) stained with antibodies raised against cleaved Caspase 3 and Ki67, markers of apoptosis and proliferation, respectively. White arrows show Ki67 negative cells. Scale bar = 20 μm. Shown is maximum projection from 5 z-stacks. (**D**) Bar plot showing the number of apoptotic cells (cleaved Caspase 3 positive) and non-proliferative cells (Ki67 negative and Caspase 3 negative) dependent on the genotype. Data are represented as mean (± SEM) from five control and five KO embryos. (*Student’s t-test p-value< 0.05). Also see Figure 2—source data 1 and 2. GO: gene ontology; H3K9me2: histone H3 lysine 9 dimethylation; IF: immunofluorescence; SEM: standard error of the mean; KO, knockout. **DOI:** http://dx.doi.org/10.7554/eLife.09571.009

**Figure 2—figure supplement 2.**
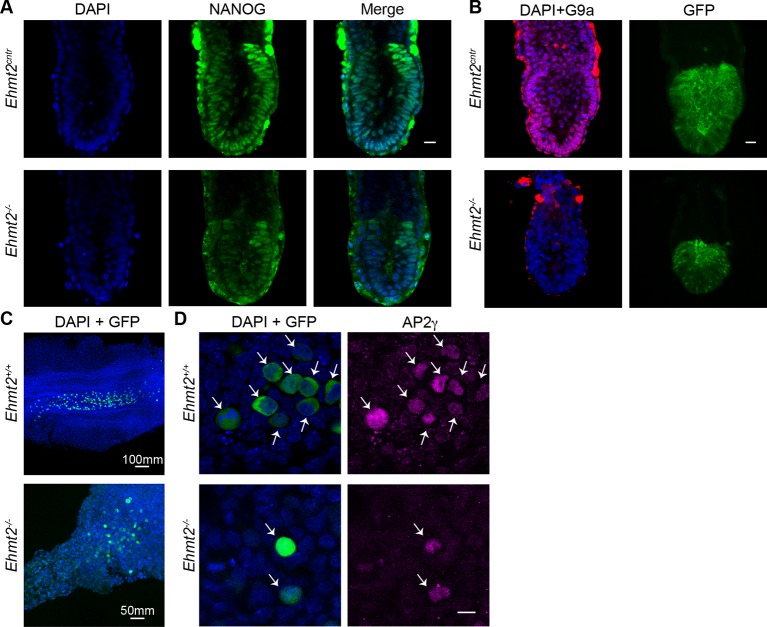
Loss of G9a does not affect the exit from pluripotency and germline specification. (**A,B**) Whole-mount IF of E6.5 GGOF *Ehmt2^+/+^* and *Ehmt2^−/−^* embryos stained with antibodies raised against Nanog (**A**), GFP and G9a (**B**). Shown is a sum of an equal number of z-stacks. Scale bar 20 = μm. (**C,D**) Whole-mount IF of E8.5 *Ehmt2^+/+^* and *Ehmt2^−/−^* embryos stained with antibodies raised against GFP and AP2γ (**D**). GFP is expressed under GGOF reporter, which marks nascent PGCs. The different size of the *Ehmt2^+/+^* and *Ehmt2^−/−^* embryos are noteworthy. Higher magnification images reveal that E8.5 PGCs show upregulation of a germline marker gene AP2γ (**D**) irrespective of the genotype. Scale bar 10 = μm. GGOF: *ΔPE-Pou5f1-EGFP; *GFP: green fluorescent protein; IF: immunofluorescence; PGCs: primordial germ cells. **DOI:** http://dx.doi.org/10.7554/eLife.09571.010

**Figure 2—figure supplement 3.**
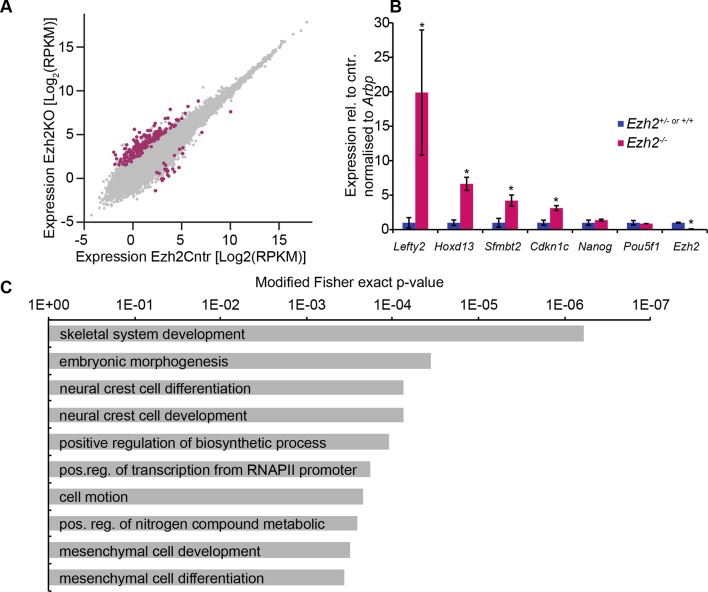
EZH2 represses multiple developmental regulators in vivo. (**A**) Scatter plot showing transcript expression levels in *Ezh2^−/−^* versus *Ezh2^cntr ^*E6.25 epiblast. Red points are differentially expressed genes (Log2RPKM>1, p-value<0.05, Log2(FC)>1.4). Shown is geometric average from three biological replicates. (**B**) RT-qPCR validation of RNA-seq at selected target genes. Data are represented as mean ( ± SEM) from three independent biological replicates (*Student’s t-test p-value< 0.05). (**C**) Top 10 enriched GO terms in genes upregulated in *Ezh2^−/−^* E6.25 embryos. Also see Figure 2—source data 3 and 4. GO: gene ontology; RT-qPCR: Real-time quantitative polymerase chain reaction; RNA-seq: RNA sequencing; SEM: standard error of the mean; FC: fold change. **DOI:** http://dx.doi.org/10.7554/eLife.09571.011

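The transcriptome was measured in 8 single epiblasts dissected at E6.25, 4 from *Ehmt2-/-* embryos and 4 from control embryos (*Ehmt2+/+* or *Ehmt2+/-*) of heterozygous crosses. From each epiblast, 750 pg of RNA was amplified with the Ovation RNA-seq System V2. The authors trimmed the reads to 40 nt, aligned them to GRCm38, counted them on each Ensembl release 74 transcript and deposited these counts without normalisation. Some isoforms of a gene carried nearly the same count: of the 14 listed isoforms of *Ehmt2* in control 1, 4 were within 1% of the highest, 419, whereas of the 6 listed isoforms of *Pou5f1* only the highest, 5786, was. Sums are therefore given over all transcripts and over 1 transcript per gene. Summed over all transcripts, the counts were between 37652769 and 71639359 per control epiblast (median 42706995) and between 32431296 and 78951344 per *Ehmt2-/-* epiblast (median 36462720). Summed over 1 transcript per gene, they were between 15271610 and 25366782 in controls and between 13171239 and 28434545 in knockouts. Counts were scaled with edgeR's TMM method and expressed as CPM, edgeR's count unit relative to the scaled library size, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. In Figure 2—source data 1, the authors compare knockouts 1 to 3 with controls 1 to 3 and knockout 4 with control 4, so the model had a term for these 2 comparison sets. Transcripts were called changed at an adjusted p-value under 0.05 and a log2 fold change beyond 1.4 in either direction. *Ehmt2* itself (ENSMUST00000013931, chromosome 17 from 34898971 to 34914051 in GRCm38) had 10.3, 11.1, 15.5 and 32.7 CPM in controls 1 to 4 and 4.73, 4.47, 3.22 and 9.46 CPM in knockouts 1 to 4. Its log2 fold change was −1.63 (standard error 0.21, adjusted p = 0.0045), and each knockout was below every control (two-sided exact permutation test, p = 0.0286, the smallest p that 4 epiblasts against 4 allow). The knockouts still had 126 to 586 counts of this transcript.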

To gain further insight into the underlying causes of the phenotype, we performed RNA sequencing (RNA-seq) on individual *Ehmt2^−/−^* epiblasts at E6.25. This revealed misregulation of 180 genes, of which 147 (~82%) are upregulated (Figure 2C, Figure 2—source data 1) (Log2[fold change[FC]]>1.4, p-value<0.05). 

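Of 49710 transcripts from 13705 genes that passed edgeR's filter on low counts, 218 transcripts of 117 genes were higher and 28 transcripts of 13 genes were lower in *Ehmt2-/-* epiblasts, so 88.6% of the changed transcripts were higher. Of the 218, 202 were higher in each of the 4 knockouts than the mean of the controls of its comparison set. At an unadjusted p-value under 0.05 and the same fold change, 999 transcripts were higher and 542 were lower. A rule modelled on that of the methods was applied as well. It differed from the methods in using edgeR in place of DESeq, in comparing each knockout with the controls of its set instead of all controls, and in its floor on expression, a normalised count of at least 5 in every epiblast of the higher group in place of a level per kb. The p-values were combined by Fisher's method with 8 degrees of freedom, and a log2 fold change beyond 1.4 was required in every comparison. This per-embryo rule gave 275 higher transcripts of 152 genes and 92 lower transcripts of 57 genes, and 236 and 106 transcripts with every knockout compared with all 4 controls. Of the 147 upregulated transcripts in the paper's list, 107 passed the filter on low counts. All 107 were higher, each with an unadjusted p-value under 0.05, 78 were among the 218, and 106 met the per-embryo rule. Of the 33 downregulated transcripts in the paper's list, 24 passed the filter, all 24 were lower, 6 were among the 28 and 23 met the per-embryo rule. Without the term for the comparison set, 51 transcripts were higher and 1 was lower by edgeR. DESeq2, with the term kept, gave 538 higher and 188 lower transcripts. With the replicate number as a block, 99 transcripts were higher and 6 were lower. Control and knockout epiblasts with the same replicate number deviated from their group means with a mean correlation across transcripts of 0.175, against −0.046 for epiblasts with different numbers; transcripts are not independent replicates. Over replicates 1 to 3 alone the values were −0.003 and 0.001. Counts of 2 epiblasts of the same genotype differed with a chi-square per degree of freedom of 16.7 to 31.0 among replicates 1 to 3 and of 146 to 192 wherever one of the 2 was replicate 4. Without replicate 4, 391 transcripts were higher and 45 were lower. The 197 genes that were higher without replicate 4 had a median log2 difference of 0.33 between knockout 4 and control 4, and 114 of them were higher in knockout 4; with 1 epiblast per genotype, this difference has no replicate check. *Gm5128*, *Magea2*, *Magea10*, *Pdha2* and *Rhox7a* had the largest increases, with 0 or 1 counts in every control and log2 fold changes of 9.89, 9.40, 8.98, 8.79 and 8.35; the size of a fold change over 0 counts depends on the small count that edgeR adds. The largest decreases were in transcripts of *Col4a6*, *Ebf1*, *Epha7*, *Ildr2* and *Nkx1-2*, with log2 fold changes of −5.75, −3.68, −3.22, −3.21 and −2.63. The *Ebf1* transcript is annotated as a processed transcript, not as protein-coding, among 8 listed isoforms. *Col4a6* had only 11 to 31 counts in controls. With the replicate number as a block, *Ebf1* kept an adjusted p-value under 0.05 from edgeR (0.0297), and the other 4 had values between 0.0758 and 0.176.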

Among the upregulated genes, ~27% of them were located on the X chromosome (p-value=1.6 × 10^-15^), notably in clusters of *Xlr, Rhox* and *Mage-a* genes. 

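On the X chromosome lay 25 of the 117 higher genes (21.4%), against 520 of the 13704 tested genes with a known chromosome (3.79%; one-sided Fisher's exact test, p = 1.35e-12). Besides a RIKEN clone gene, they were *Akap17b*, *Efhc2*, *Gm14569*, *Gm364*, *Gm5128*, *Gm773*, *Magea2*, *Magea4*, *Magea5*, *Magea8*, *Magea10*, *Mageb4*, *Mageb16*, *Morc4*, *Nexmif*, *Nup62cl*, *Nxf3*, *Pnma5*, *Rhox5*, *Rhox7a*, *Xlr3a*, *Xlr5a*, *Xlr5b* and *Xlr5c*. Of the tested members of each cluster, 4 of 9 *Xlr* genes, 2 of 3 *Rhox* genes and 5 of 5 *Magea* genes were higher. Members of these clusters have near-identical copies among which the authors' counting could split reads, so the values of single members are uncertain; with each cluster counted once, 17 of 109 higher genes (15.6%) were X-linked (one-sided Fisher's exact test, p = 4.94e-07). Of the 25 X-linked genes, 21 had under 10 counts in at least 1 epiblast, as did 48 of the other 92 higher genes. When at least 10 counts were required in every epiblast, 4 of 52 higher genes were X-linked (7.69%, Fisher's exact p = 0.115). A gene silent in a control fails this minimum however high it is in knockouts. *Rhox5*, for example, had 4 counts in control 4 and 2114 to 7193 in knockouts. The lower share therefore does not decide whether X-linked genes were enriched. Of the genes that met the per-embryo rule, 27 of 152 higher genes were X-linked (17.8%). In the paper's own list, 38 of 146 genes with a known chromosome were X-linked (26.0%), against 5.16% of 22118 genes with a listed transcript (one-sided Fisher's exact test, p = 5.1e-17). With the replicate number as a block the share was 28.6%, and with each epiblast left out in turn it was between 17.1% and 28.1%. It was lower with DESeq2, where 38 of 280 higher genes were X-linked (13.6%), and with the extraembryonic ectoderm markers as a covariate, chosen after the data were seen, where 14 of 110 were (12.7%). The levels of 4 Y-linked genes differed between the epiblasts, and with their summed level as a covariate 16 of 49 higher genes were X-linked (32.7%).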

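Among the *Ehmt2* epiblasts, expression was examined for the 27 genes of Figure 2D. Of these, 22 passed the filter on low counts, and all 22 were higher in 4 of 4 knockouts, with log2 fold changes between 1.81 and 8.35. In 21 of them each knockout was above every control. The adjusted p-value from edgeR's quasi-likelihood test was under 0.05 for 14 genes and up to 0.283 for the remaining 8 (*Casp14*, *Foxj1*, *Fos*, *Inpp5d*, *Morc1*, *Neurod1*, *Zfp319* and *Zp2*). *Nkx2-9*, *Taf7l*, *Rhox2b*, *Rhox2d* and *Vgll1* had too few counts to be tested, with 0 to 6 counts in controls and at least 4 in every knockout. *Cd3e*, which encodes a subunit of the T cell receptor complex (chromosome 9 from 44998740 to 45009613), had 0.0876 ± 0.117 CPM in controls and 7.63 ± 2.90 CPM in knockouts (mean ± SD, n = 4 each), a log2 fold change of 6.55 (standard error 0.61, adjusted p = 0.00056 from edgeR). *Sycp2*, a meiotic gene (chromosome 2 from 178345293 to 178407685), had 0.457 ± 0.206 and 3.26 ± 0.544 CPM (SD, n = 4 each), a log2 fold change of 2.89 (standard error 0.40, adjusted p = 0.0077 from edgeR). *Foxn4* had 0.145 ± 0.0399 and 2.18 ± 0.746 CPM (SD, n = 4 each), a log2 fold change of 3.86 (standard error 0.51, adjusted p = 0.0054 from edgeR). The increase was uneven between knockouts in *Bmp4*, with 44.8, 11.7, 11.8 and 4.23 CPM in knockouts 1 to 4 against 1.23 to 2.50 CPM in controls, and in *Id2*, with 46.3, 9.80, 9.70 and 10.6 CPM against 1.81 to 3.47 CPM. *Sfmbt2* had 389, 53.8, 75.5 and 5.83 CPM in knockouts 1 to 4, and its lowest value was not above every control (0.180 to 6.24 CPM). Their log2 fold changes were 3.20, 2.66 and 5.03 (adjusted p = 0.0166, 0.040 and 0.0031 from edgeR). With the replicate number as a block, *Bmp4*, *Id2*, *Tnfrsf1a*, *Gm2381* and *Rhox7* no longer had an adjusted p-value under 0.05 (0.0565 to 0.139). With the mean level of extraembryonic ectoderm markers as a covariate, chosen after the data were seen, *Bmp4*, *Id2*, *Sfmbt2*, *Esrrb*, *Sohlh2*, *Sycp2*, *Tnfrsf1a*, *Gm2381* and *Rhox7* had adjusted p-values between 0.0608 and 0.301. Of the 8 genes above 0.05 without the covariate, only *Casp14* was under it with the covariate (adjusted p = 0.0439 from edgeR).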

Consistent with the known functions of these clusters, we found significant enrichment of gene ontology (GO) terms linked to hematopoiesis, sexual reproduction, and regulation cell proliferation (Figure 2D, Figure 2—figure supplement 1B, Figure 2—source data 2). To validate these findings, we analysed individual E6.25 epiblast cells by single cell real-time quantitative polymerase chain reaction (RT-qPCR). A significant proportion of *Ehmt2^−/−^*cells showed upregulation of the cyclin-dependent kinase inhibitor *Cdnkn1a*, and late germline markers *Asz1* and *Rhox5* but not *Pou5f1* (coding for OCT4) or *Nanog* (Figure 2E,F, Figure 2—figure supplement 2A,B). This indicates that, contrary to a previous report (Yamamizu et al., 2012), the phenotypic effects cannot be attributed to a delayed exit from naïve pluripotency. Furthermore, loss of G9a did not abrogate the establishment of a population of primordial germ cells (PGCs), as judged by the expression of AP2γ and OCT4, key germline regulators (Figure 2—figure supplement 2C,D). These observations show that G9a promotes growth of the embryo by repressing apoptotic and late germline genes, but it does not affect the exit from naïve pluripotency and establishment of the PGC lineage.

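In the RNA-seq of *Ehmt2-/-* epiblasts, the late germline gene *Asz1* (chromosome 6 from 18050983 to 18109044) had 0 to 6 counts in controls and 441 to 732 in knockouts. These counts are of the transcript in the paper's list, annotated as a retained intron among 5 listed isoforms of *Asz1*. Its level was 0.0693 ± 0.0554 CPM in controls and 15.4 ± 5.76 CPM in knockouts (mean ± SD, n = 4 each), a log2 fold change of 7.80 (standard error 0.39, adjusted p = 3.4e-06 from edgeR's quasi-likelihood test). *Rhox5* (X chromosome from 37804851 to 37808764) rose from 2.59 ± 2.22 to 92.6 ± 73.6 CPM (SD, n = 4 each), a log2 fold change of 5.46 (standard error 0.60, adjusted p = 0.0021 from edgeR). *Sohlh2* rose from 0.912 ± 0.975 to 7.48 ± 3.44 CPM (SD, n = 4 each), a log2 fold change of 3.23 (standard error 0.65, adjusted p = 0.0487 from edgeR), and its adjusted p-value was above 0.05 in 7 of the 8 fits that each left out an epiblast. The cell cycle inhibitor *Cdkn1a* (chromosome 17 from 29093769 to 29100722) had 4.19, 1.88, 6.17 and 4.04 CPM in controls 1 to 4 and 25.0, 39.7, 23.0 and 16.9 CPM in knockouts 1 to 4, a log2 fold change of 2.65 (standard error 0.34, adjusted p = 0.0043 from edgeR). *Foxj1* had a log2 fold change of 1.81 (standard error 0.41, adjusted p = 0.0839 from edgeR). In each of these 5 genes, each knockout was above every control. With each epiblast left out in turn, the log2 fold change was between 7.54 and 8.19 for *Asz1*, between 4.97 and 5.90 for *Rhox5* and between 2.37 and 2.90 for *Cdkn1a*.

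**Figure D1:**
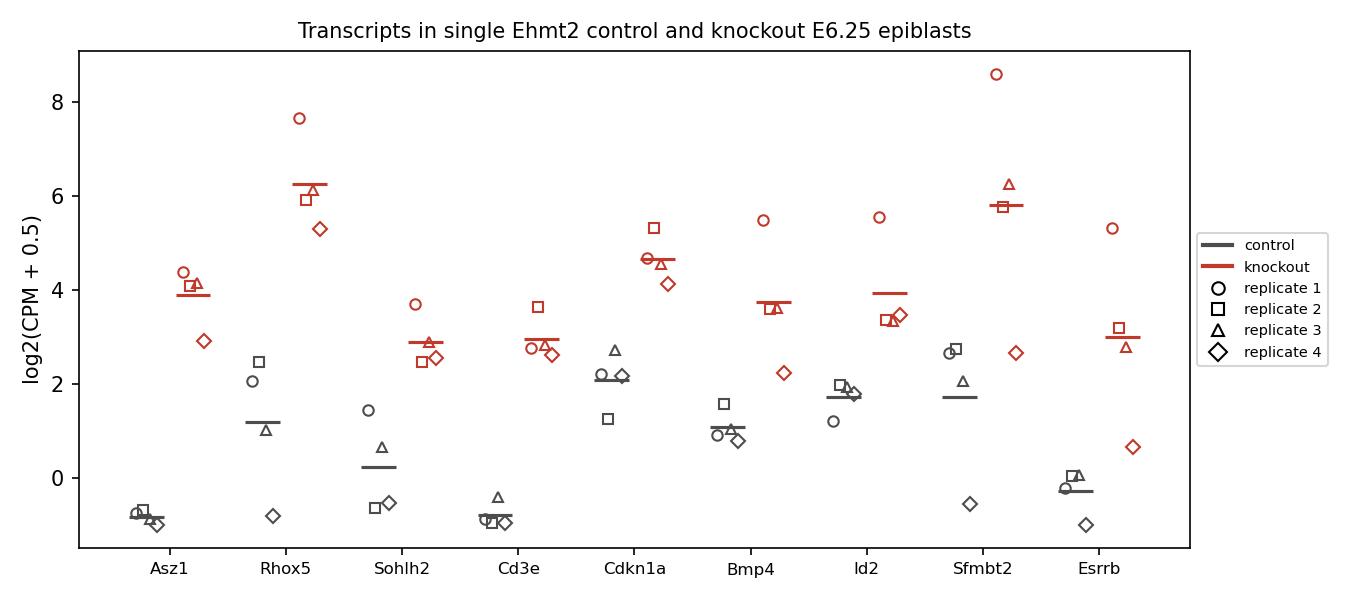
Level of 9 transcripts in single *Ehmt2* control and knockout E6.25 epiblasts, as log2(CPM + 0.5) on the vertical axis; each point is an epiblast, its shape the replicate number, and each bar the mean of 4. For *Asz1*, the 4 knockouts lie between 7.12 and 20.5 CPM and the controls at or below 0.127 CPM.

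*Pou5f1* had 180 ± 68.6 CPM in controls and 130 ± 53.9 CPM in knockouts (SD, n = 4 each), a log2 fold change of −0.47 (standard error 0.13, adjusted p = 0.145 from edgeR). *Nanog* had 29.1 ± 11.2 and 26.8 ± 8.49 CPM (SD, n = 4 each), a log2 fold change of −0.11 (standard error 0.19, adjusted p = 0.878 from edgeR), whose sign changed with control 2 left out (0.08). For 10 tested genes of a naïve pluripotency set (a list that includes *Nanog*, *Klf4*, *Esrrb*, *Zfp42* and *Tbx3*), the median log2 fold change was 0.42, with 7 genes higher and 1 of them, *Esrrb*, changed (5.34, adjusted p = 0.0032 from edgeR). The set as a whole had an adjusted p of 0.0569 from limma's rotation test fry, over 6 sets. For 7 primed epiblast genes, including *Otx2* and *Fgf5*, the median was −0.44 (adjusted p = 0.0569 from fry), and for 7 general pluripotency genes, including *Pou5f1* and *Sox2*, it was −0.16 (adjusted p = 0.139 from fry); 1 gene of each set was higher and none had an adjusted p-value under 0.05. In knockouts 1 to 4, the mean level of the naïve set was 1.85, 1.45, 1.46 and 0.31 as log2(CPM + 0.5), against 0.72, 0.65, 0.75 and 0.32 in controls 1 to 4, so it did not differ in replicate 4. The mean level of the primed set was 6.07, 6.45, 6.41 and 6.18 in knockouts 1 to 4, against 6.77, 6.66, 6.72 and 6.40 in controls 1 to 4, so it was lower in each knockout than in the control with the same number. *Pou5f1* was also lower in each of these pairs, with 79.5, 116, 120 and 207 CPM in knockouts 1 to 4 against 142, 156, 141 and 282 CPM in controls 1 to 4. With the replicate number as a block, the medians of the naïve, primed and general sets were 0.59, −0.45 and −0.16. The mean level of extraembryonic ectoderm markers was 4.00, 2.67, 2.78 and 0.14 in knockouts 1 to 4, and between 0.36 and 1.19 in controls. With this level as a covariate, chosen after the data were seen, the naïve median was 0.11. The log2 fold changes of *Esrrb*, *Pou5f1*, *Nanog* and *Otx2* were then 3.10, −0.25, −0.06 and −0.06. The covariate runs with the genotype in replicates 1 to 3, so the cause of these shifts was left undecided.

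**Figure D2:**
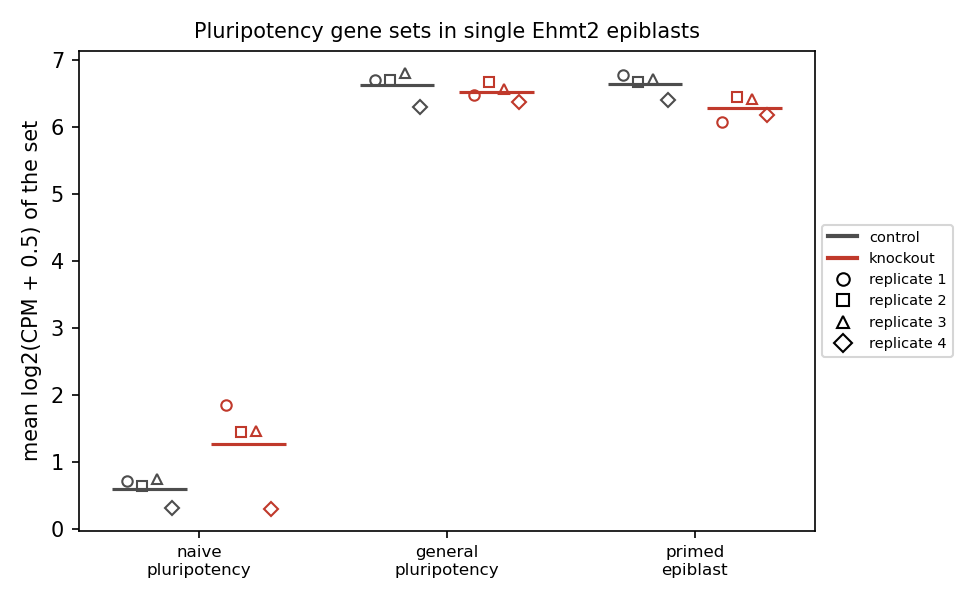
Mean level of 3 pluripotency gene sets in single *Ehmt2* control and knockout epiblasts, as mean log2(CPM + 0.5) on the vertical axis; each point is an epiblast, its shape the replicate number, and each bar the mean of 4. The naïve set lies between 1.45 and 1.85 in knockouts 1 to 3 and between 0.31 and 0.75 in the other five epiblasts.

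In the paper's single cells, *Cdkn1a*, *Asz1* and *Rhox5* were upregulated but *Pou5f1* and *Nanog* were not. The paper also stained whole embryos for NANOG and for a GFP reporter of *Pou5f1*. From these experiments and its RNA-seq, it concludes that G9a represses apoptotic and late germline genes without affecting the exit from naïve pluripotency. From primordial germ cells that still expressed AP2γ and OCT4, it concludes that the germ cell lineage was also established without G9a.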

Next, we examined the consequences of loss of *Ezh2* and thus of the H3K27me3 modification, which likely undergoes significant redistribution during epiblast development (Marks et al., 2012). For this reason, we performed RNA-seq on individual E6.25 epiblasts lacking EZH2 (*Ezh2^−/−^*). 

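The *Ezh2* epiblasts, 3 knockouts and 3 controls from 3 litters, were amplified, sequenced and counted by the authors in the same way as the *Ehmt2* epiblasts. Counts summed over all transcripts were between 34254339 and 34880410 per control epiblast (median 34838145) and between 30161171 and 37500157 per *Ezh2-/-* epiblast (median 35304696); summed over 1 transcript per gene they were between 12495094 and 15158657 in all 6. The same test was run on these 6 epiblasts alone, on 50855 transcripts of 14010 genes, with no further term in the model, since Figure 2—source data 3 compares each knockout with the 3 controls. *Ezh2* (ENSMUST00000081721, chromosome 6 from 47530139 to 47595030 in GRCm38) had 53.4, 67.2 and 112 CPM in controls 1 to 3 and 11.8, 12.0 and 16.6 CPM in knockouts 1 to 3. Its log2 fold change was −2.52 (standard error 0.27, adjusted p = 0.016 from edgeR). All 3 knockouts were below every control, and the exact permutation p was 0.10, the smallest that 3 epiblasts against 3 allow. With a knockout left out, the adjusted p-value of *Ezh2* was above 0.05, with log2 fold changes between −2.74 and −2.16 over all 6 fits that each left out an epiblast.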

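In *Ezh2-/-* epiblasts, 0 transcripts were higher and 6 were lower at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test and a log2 fold change beyond 1.4, and all 6 were isoforms of *Ezh2*. At an unadjusted p-value under 0.05 and the same fold change, 758 transcripts were higher and 190 were lower. On counts simulated from these 6 epiblasts, in which 200 of 14010 transcripts were changed, 78% of those raised and 54% of those lowered by 2 on the log2 scale were called, and 91% and 71% of those changed by 3. The simulation had 1 transcript per gene, and its 200 true changes ease the Benjamini-Hochberg cutoff. The real fit had 50855 transcripts and 6 calls, so these shares do not give its power. By the per-embryo rule, which adjusts for no multiple testing, 290 transcripts of 171 genes were higher and 74 transcripts of 41 genes were lower; with 1 transcript per gene, a setting chosen after the data were seen, the counts were 108 and 18. Simulated counts without any change, also with 1 transcript per gene, gave 40 such transcripts of 14010. Of the 165 upregulated transcripts in the paper's Figure 2—source data 3, 123 passed the filter on low counts, all 123 were higher, 116 of them with an unadjusted p-value under 0.05, and 111 met the per-embryo rule. Of the 24 downregulated transcripts in that list, 13 passed the filter, all 13 were lower and 10 met the per-embryo rule. Among the alternatives that call by an adjusted p-value, DESeq2 moved the counts most, to 153 higher and 25 lower transcripts. The mean level of 4 Y-linked genes was 4.01 to 4.25 in knockouts and 4.15 in control 2, but −0.66 and −0.65 in controls 1 and 3. This level, a sign of sex, therefore ran with the genotype except in control 2. With Y-linked genes as a covariate, 0 transcripts were higher and 0 lower (1043 and 192 at an unadjusted p-value under 0.05). With the replicate number as a block, 3 transcripts were higher and 7 were lower; same-numbered control and knockout epiblasts deviated from their group means with a mean correlation across transcripts of 0.014, against −0.007 for different numbers. The homeobox gene *Hoxd13* (chromosome 2 from 74668310 to 74671599) had 0.488 ± 0.306 CPM in controls and 2.93 ± 0.928 CPM in knockouts (SD, n = 3 each), a log2 fold change of 2.57 (standard error 0.59, adjusted p = 0.404 from edgeR). *Lefty2* (chromosome 1 from 180893108 to 180899103) had 2.80 ± 0.877 and 11.2 ± 2.27 CPM (SD, n = 3 each), a log2 fold change of 2.01 (standard error 0.30, adjusted p = 0.125 from edgeR). Both genes were above every control in 3 of 3 knockouts. *Cdkn1c* also was, with a log2 fold change of 1.28 (adjusted p = 0.404 from edgeR). *Nanog* had 32.6 ± 3.22 and 34.3 ± 7.50 CPM (SD, n = 3 each), a log2 fold change of 0.08 (standard error 0.17, adjusted p = 0.959 from edgeR). *Pou5f1* had 146 ± 14.7 and 130 ± 31.0 CPM (SD, n = 3 each), a log2 fold change of −0.17 (standard error 0.17, adjusted p = 0.890 from edgeR). The signs of these 2 small changes were not stable: with an epiblast left out, the log2 fold change of *Nanog* was between −0.12 and 0.17 and that of *Pou5f1* between −0.34 and 0.00.

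**Figure D3:**
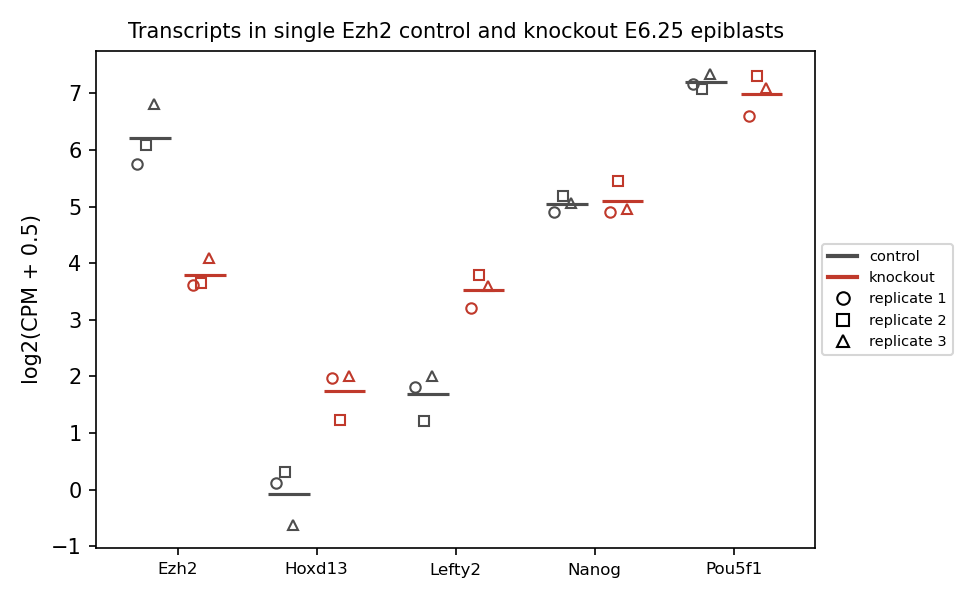
Level of 5 transcripts in single *Ezh2* control and knockout E6.25 epiblasts, as log2(CPM + 0.5) on the vertical axis; each point is an epiblast, its shape the replicate number, and each bar the mean of 3. The *Ezh2* transcript lies between 11.8 and 16.6 CPM in knockouts and between 53.4 and 112 CPM in controls.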

We found upregulation of 165, and downregulation of 24 transcripts (Log2(FC)>1.4, p-value<0.05) (Figure 2—figure supplement 3A,B, Figure 2—source data 3), among which were homeobox and gastrulation-related genes, including *Hoxd13* and *Lefty2*, but pluripotency regulators such as *Nanog* and *Pou5f1* were not affected (Figure 2—figure supplement 3B,C, Figure 2—source data 4). 

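Of 13320 genes tested in both crosses, 87 were higher in *Ehmt2-/-* and 0 in *Ezh2-/-* epiblasts by edgeR's adjusted p-value, so none was shared. At an unadjusted p-value under 0.05 and a log2 fold change above 1.4, 449 genes were higher in *Ehmt2-/-* and 360 in *Ezh2-/-* epiblasts, and 63 were shared, against 12.1 expected by chance (one-sided Fisher's exact test, p = 6.08e-28). All Fisher's tests of sharing given here take every tested gene as equally likely to pass in each cross, which was not checked. The extraembryonic ectoderm markers had positive median log2 fold changes in both crosses (2.29 and 0.69), and their part in the sharing was not tested. Under the per-embryo rule, 110 and 125 of the same genes were higher, and 5 were shared: *Acpp*, *Esrrb*, *Sfmbt2*, *Snx11* and *Tox2*. Chance would give 1.03 (one-sided Fisher's exact test, p = 0.00375). The genes present in both of the paper's lists were *Acpp*, *Nkx2-9*, *Sfmbt2*, *Taf7l* and *Tox2*. With DESeq2, 12 genes were shared of 232 and 71 (one-sided Fisher's exact test, p = 3.03e-09), and with the replicate number as a block *Sfmbt2* was, of 40 and 2. *Sfmbt2* (chromosome 2 from 10372450 to 10595253) had 4.52 ± 4.16 CPM in *Ezh2* controls and 49.6 ± 13.6 CPM in *Ezh2-/-* epiblasts (SD, n = 3 each), a log2 fold change of 3.45 (adjusted p = 0.229 from edgeR, and 0.0395 with the replicate number as a block).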

Importantly, we only found five significantly upregulated genes that were shared between *Ehmt2^−/−^* and *Ezh2^−/−^* embryos. Thus, G9a and EZH2 appear to stabilise silencing of distinct sets of germline, proliferation and developmental regulators, but neither of them has an effect on the pluripotency transcription programme in postimplantation embryos.

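Of 6 marker sets tested with fry in the *Ezh2* cross beside a set of Y-linked genes, the general pluripotency set had a median log2 fold change of −0.07 in *Ezh2-/-* epiblasts (7 genes, 3 higher) and the primed epiblast set of −0.16 (7 genes, 1 higher). The naïve pluripotency set had a median of 0.86 (11 genes, 9 higher). No gene of these sets had an adjusted p-value under 0.05, and the adjusted p-values of the sets from fry were 0.347, 0.400 and 0.347. Their mean levels in knockouts 1 to 3 were 6.63, 6.64 and 6.62 as log2(CPM + 0.5) for the general set, against 6.70, 6.65 and 6.55 in controls. For the naïve set they were 1.91, 1.07 and 1.06 in knockouts, against 1.20, 0.97 and 0.70 in controls. With an epiblast left out, the median of the naïve set was between 0.03 and 1.23. The extraembryonic ectoderm set had a median of 0.69 (10 genes, 10 higher, adjusted p = 0.347 from fry), with mean levels of 2.03, 1.54 and 0.80 in knockouts 1 to 3 against 1.02, 0.62 and 0.61 in controls. Of the late germline genes that rose in *Ehmt2-/-* epiblasts, *Asz1* had too few counts in the *Ezh2* cross to be tested, with 0.344 ± 0.522 CPM in *Ezh2* controls and 0.130 ± 0.173 CPM in knockouts (SD, n = 3 each), and *Rhox5* was higher in 3 of 3 knockouts than the mean of the controls but above every control in only 1, with 7.07 ± 10.7 and 24.8 ± 15.2 CPM (SD, n = 3 each) and a log2 fold change of 1.81 (adjusted p = 0.777 from edgeR). Without control 2, *Rhox5* was among the genes called in both knockouts. In that fit the genotype cannot be told apart from the mean level of Y-linked genes. This level was 4.15 in control 2 and 4.01 to 4.25 in knockouts, but −0.66 and −0.65 in controls 1 and 3. *Sycp2* was above every control in 3 of 3 *Ezh2-/-* epiblasts, with a log2 fold change of 1.44 (adjusted p = 0.576 from edgeR). *Cdkn1a* had 8.04 ± 3.95 and 8.75 ± 2.20 CPM (SD, n = 3 each; adjusted p = 0.968 from edgeR). *Hoxd13* had 0.391 ± 0.420 CPM in *Ehmt2* controls and 0.261 ± 0.286 CPM in *Ehmt2-/-* epiblasts (SD, n = 4 each; adjusted p = 0.788 from edgeR). Whether the effects of the 2 knockouts on a gene differ was not tested. From the small number of genes upregulated in both knockouts and the unaffected pluripotency regulators, the paper proposes that G9a and EZH2 stabilise silencing of distinct sets of genes and that neither acts on the pluripotency transcription programme.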

### H3K9me2 and H3K27me3 are associated with distinct repressive chromatin states in vivo

To understand the roles of H3K9me2 and H3K27me3 modifications during the transition from naïve pluripotency in the ICM of blastocysts to a primed pluripotent state in postimplantation embryos, we investigated the genome-wide distribution of these modifications. For this purpose, we optimised a low cell number chromatin immunoprecipitation with sequencing (lcChIP-seq) protocol to analyse ~25,000 pregastrulation E6.25 epiblast cells in two biological replicates (Figure 3—figure supplement 1A–C)(Ng, et al., 2013). We intersected this information with our RNA-seq data and with the published whole genome bisulfite sequencing (WGBSeq) datasets (Seisenberger et al., 2012). This enabled us to generate a comprehensive overview of the epigenetic and transcriptional state of primed pluripotent epiblast cells in vivo.

The enrichment of H3K9me2 and H3K27me3 modifications in E6.25 epiblast is associated with low and high CpG content, respectively (Figure 3—figure supplement 2A). This is also the case in ESCs cultured in conventional media with serum (sESC) (Lienert et al., 2011; Wen et al., 2009). By contrast, naïve ESCs grown in 2i/LIF (2i/LIF ESCs) show spreading of H3K27me3 outside the CpG dense loci (Marks et al., 2012). Thus, there is redistribution of H3K27me3 in E6.25 epiblast, relative to both naïve ESCs and possibly ICM in vivo. The association of H3K9me2 and H3K27me3 modifications on promoters is mutually exclusive, since only 0.3% of them are enriched for both marks (Figure 3A, anticorrelation with Chi^2^ p-value=0.0024). These differences are in line with H3K9me2 and H3K27me3 being linked to high and low 5-methylcytosine (5meC) levels, respectively (Figure 3—figure supplement 2B). Nonetheless, despite marking distinct chromatin regions, both H3K9me2 and H3K27me3 are linked to transcriptional repression (Figure 3B). Notably, this gene repression is correlated with histone modification enrichment at promoters as well as in gene bodies. The H3K9me2 modification in gene bodies could impede transcriptional elongation, splicing, or activity of regulatory elements (Allo et al., 2009). Our evidence suggests that H3K9me2 and H3K27me3 modifications in vivo are linked to distinct repressive chromatin states. We confirmed this by means of self-organizing maps, which cluster promoters and gene bodies based on similarity of their cumulative epigenetic signature with respect to transcriptional activity (Figure 3C)(Wehrens and Buydens, 2007).

**Figure 3.**
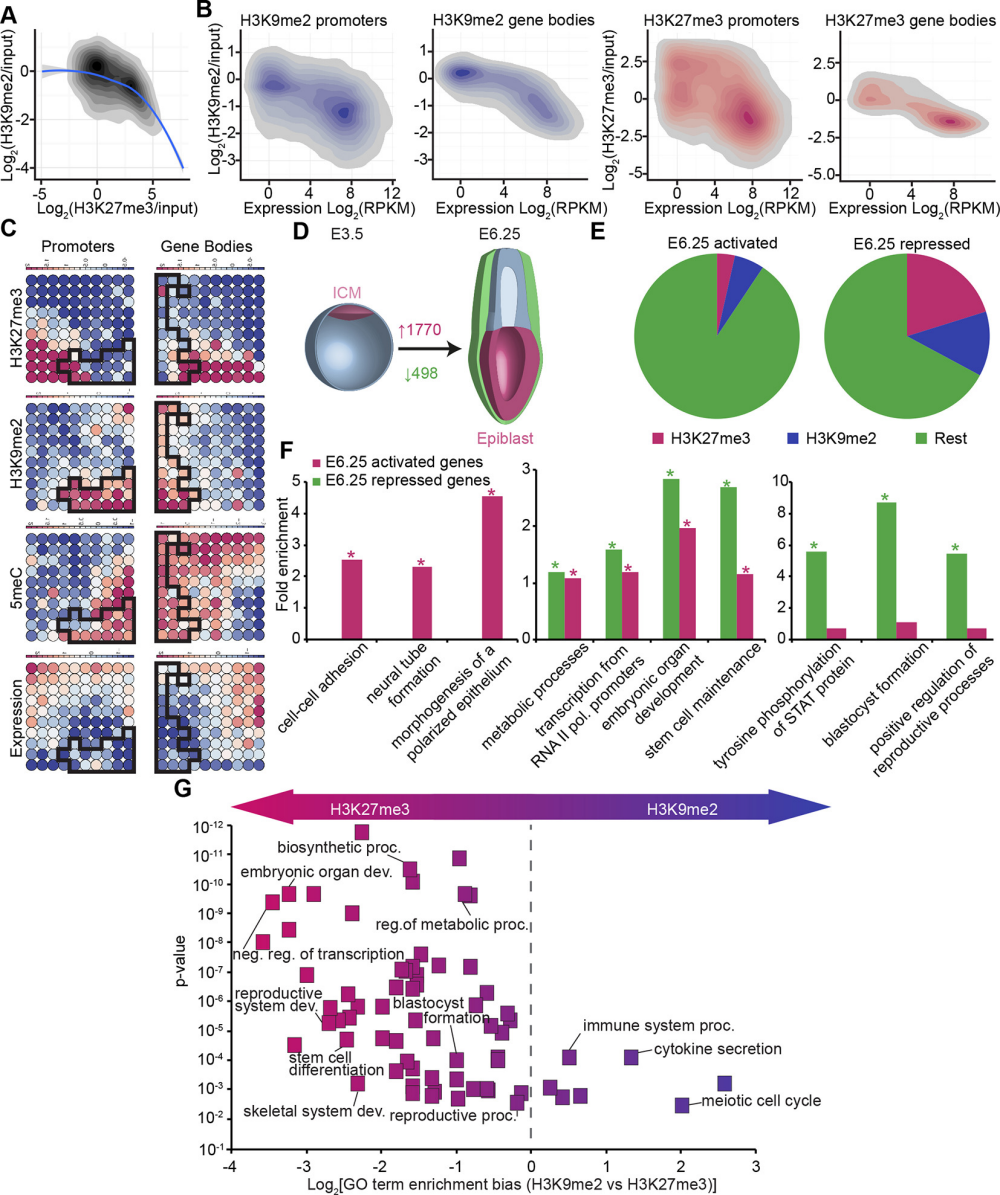
In vivo lcChip-seq from E6.25 epiblast reveals distinct epigenetic state of primed pluripotent cells. (**A**) Density contour plot showing the relationship between H3K9me2 and H3K27me3 enrichment. Shown are all promoters associated with genes repressed in the epiblast. (**B**) Density contour plots showing correlation between H3K9me2 (blue) and H3K27me3 (red) at promoters (left panels) and gene bodies (right panels), with transcriptional activity in epiblast. (**C**) Unbiased clustering of promoters (left panels) and gene bodies (right panels) based on their cumulative epigenetic and transcriptional signature in epiblast. Analysis was performed using self-organizing maps. Each circle on the map represents a set of regions with very similar modification and expression profiles; neighbouring circles on the map are also similar. Black line separates H3K9me2-enriched regions. Scale is in relative enrichment calculated by centring input-normalised RPKM (for ChIP), expression and DNA methylation and dividing by standard deviation. (**D**) Schematic of early mouse development showing numbers of genes becoming activated (red) and repressed (green) in E6.25 when compared with E3.5 ICM (Log2(RPKM)<4, p-value<0.05, Log2(FC) >1). (**E**) Pie charts showing proportion of genes repressed or activated in E6.25 with enrichment of H3K9me2 or H3K27me3 at promoter and/or gene body. Histone modification enrichment was classified using k-means. (**F**) Bar plots show fold enrichment of selected GO terms in genes repressed and activated in E6.25 epiblast compared with E3.5 ICM. * p-value<0.05 using Fisher test. (**G**) GO term enrichment analysis of genes repressed in E6.25 epiblast when compared with E3.5 ICM in relation to their histone methylation status. X axis shows the GO term enrichment bias between H3K9me2- and H3K27me3-marked genes (GO term fold enrichment in H3K9me2 marked genes vs. that in H3K27me3 enriched ones). Y axis is minimum Fisher p-value in the H3K9me2- or H3K27me3-marked genes. Complexity of enriched GO terms was reduced by removing terms with highly overlapping gene sets. Also see Figure 3—figure supplement 1–3. lcChIP-seq: low cell number chromatin immunoprecipitation with sequencing; H3K9me2: histone H3 lysine 9 dimethylation; H3K27me3: histone H3 lysine 27 trimethylation; RPKM: Reads Per Kilobase of transcript per Million mapped reads; FC: fold change; ICM: inner cell mass; GO: gene ontology. **DOI:** http://dx.doi.org/10.7554/eLife.09571.012

**Figure 3—figure supplement 1.**
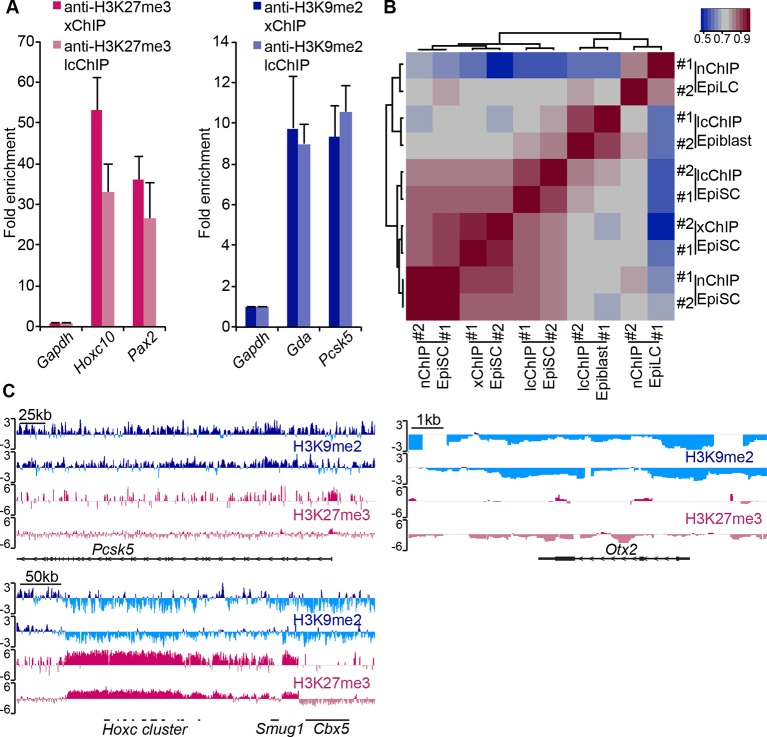
LcChIP-seq on E6.25 epiblast. (**A**) Validation of lcChIP. bar plots comparing enrichment of H3K27me3 and H3K9me2 in EpiSCs detected using large scale (5–10 × 10^6^ cells) xChIP or lcChIP. Data are represented as mean (± SEM) fold enrichment relative to *Gapdh* from at least two independent biological replicates. (**B**) Validation of lcChIP-seq. Heatmap of unbiased Spearman’s rho correlation of H3K27me3 levels at promoter elements showing that all EpiSC ChIP-seq samples cluster together independently of the technique used. (**C**) Genome browser tracks showing H3K27me3 (red) and H3K9me2 (blue) enrichment in two biological replicates of E6.25 epiblast lcChIP-seq. *Hoxc* cluster and *Pcsk5* are control regions for enrichment of H3K27me3 and H3K9me2, respectively. *Otx2* is a highly expressed gene in the epiblast. Data is shown as a sliding window (1 kb and 300 bp for H3K9me2 and H3K27me3, respectively) of enrichment over input: Log2(RPM ChIP/RPM input). lcChIP-seq: low cell number chromatin immunoprecipitation with sequencing; H3K9me2: histone H3 lysine 9 dimethylation; H3K27me3: histone H3 lysine 27 trimethylation; EpiSCs: epiblast stem cells; xChIP: fixed ChIP; SEM: standard error of the mean, RPM: reads per million mapped. **DOI:** http://dx.doi.org/10.7554/eLife.09571.013

**Figure 3—figure supplement 2.**
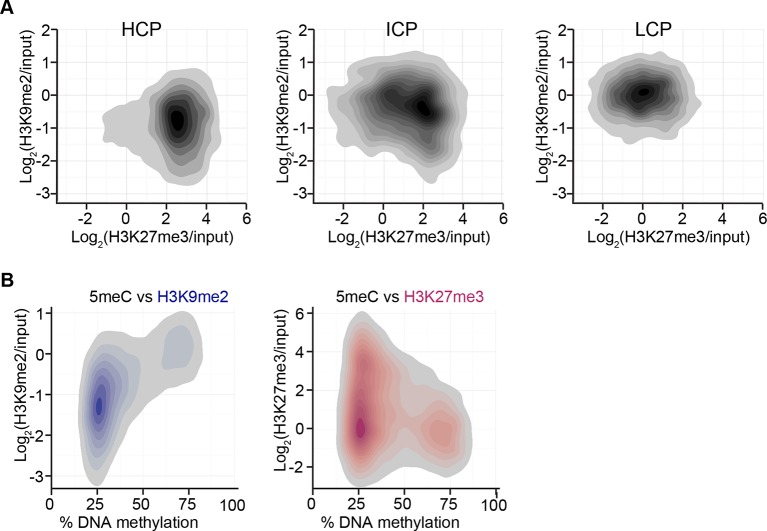
H3K9me2 and H3K27me3 correlate with distinct CpG and DNA methylation states. (**A**) Density contour plots showing H3K9me2 and H3K27me3 enrichment in E6.25 epiblast at promoters of HCP, ICP, and LCP. (**B**) Density contour plots showing correlation between levels of H3K9me2 (blue) or H3K27me3 (red) and DNA methylation at promoters in the epiblast. H3K9me2: histone H3 lysine 9 dimethylation; H3K27me3: histone H3 lysine 27 trimethylation; HCP: high CpG density; ICP: intermediate CpG density; LCP: low CpG density. **DOI:** http://dx.doi.org/10.7554/eLife.09571.014

**Figure 3—figure supplement 3.**
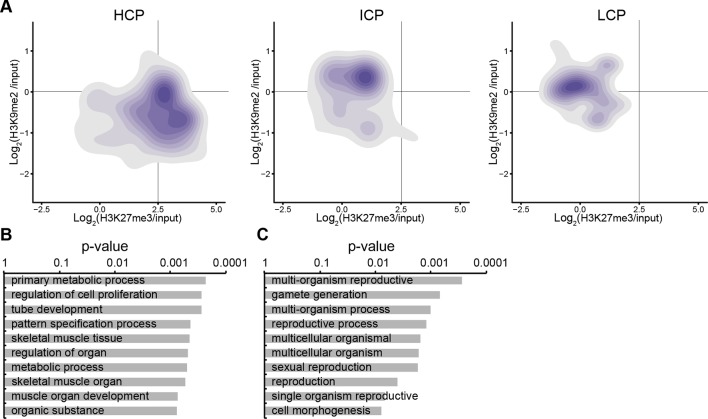
Accumulation of H3K9me2 or H3K27me3 at promoters of genes becoming repressed depends on CpG content. (**A**) Density contour plots showing H3K9me2 and H3K27me3 enrichment in E6.25 epiblast at promoters of HCP, ICP, and LCP. Shown are only promoters associated with genes becoming repressed in E6.25 epiblast when compared with E3.5 ICM (Log2(RPKM)<4, p-value<0.05, Log2(FC)>1). (**B,C**) Top 10 enriched GO terms in genes repressed in E6.25 epiblast when compared with E3.5 ICM and associated with HCP (**B**) and ICP (**C**) promoters. LCP promoter-associated genes did not show significant GO term enrichment. GO: gene ontology; H3K9me2: histone H3 lysine 9 dimethylation; H3K27me3: histone H3 lysine 27 trimethylation; HCP: high CpG density; ICP: intermediate CpG density; LCP: low CpG density; ICM: inner cell mass; FC: fold change; RPKM: Reads Per Kilobase of transcript per Million mapped reads. **DOI:** http://dx.doi.org/10.7554/eLife.09571.015

To gain insight into the epigenetic regulation of developmental progression from naïve to primed pluripotent cells in vivo, we integrated our dataset from E6.25 epiblasts with RNA-seq of E3.5 ICM (ERP005749) (Boroviak et al., 2014). First, we identified genes that become robustly activated or repressed in E6.25 epiblasts relative to ICM (Figure 3D) (Log2(RPKM)<4, p-value<0.05, Log2(FC)>1). These genes generally corresponded to the expected developmental progression. For example, the transcripts that become silenced by the postimplantation stage (E6.25) are enriched for GO terms such as ‘blastocyst formation’ and ‘STAT (Signal Transducer and Activator of Transcription) signalling regulation’ (Figure 3F). These repressed genes are generally enriched for H3K9me2 or H3K27me3, especially when they have high or intermediate CpG density, respectively (Figure 3E, Figure 3—figure supplement 3A). Moreover, consistent with global DNA hypomethylation of the ICM, there is transient expression of 5meC-sensitive germline genes at E3.5 that are subsequently repressed by E6.25. On the other hand, genes activated in E6.25 epiblast include ‘neural tube’ and ‘polarized epithelium’ genes (Figure 3F). Finally, both activated and repressed genes are enriched for regulators of transcription, embryonic development and metabolic processes (Figure 3F). This analysis reveals that the transcriptional changes between the naïve state associated with the ICM, and the primed state of postimplantation epiblast in vivo reflect the dramatic alterations in signalling, morphology, and metabolism occurring during development.

Next, we focused on genes that are repressed upon implantation and accumulate H3K9me2 or H3K27me3. GO term analysis revealed preferential acquisition of H3K27me3 on genes associated with transcriptional regulation, embryonic organ development, blastocyst formation, and metabolism (Figure 3G). On the other hand, meiotic genes and those involved in immune responses were more likely targeted by H3K9me2. This analysis reveals that different functional pathways are inactivated via establishment of distinct epigenetic states.

### EpiSCs show aberrant epigenetic state of germline genes

Despite being derived from postimplantation embryos, EpiSCs have reduced competence for the germline fate (Hayashi and Surani, 2009). To investigate this, we directly compared the epigenetic states of E6.25 epiblast and EpiSCs. Global and metagene analysis revealed little differences in the distribution of H3K9me2 and H3K27me3 between E6.25 epiblast and EpiSCs (Figure 4A,D, Figure 4—figure supplement 1A). Similarly, over 97% of genes marked by H3K9me2 showed enrichment in both cell types (Figure 4B,C). On the other hand, H3K27me3 underwent a significant rearrangement in EpiSCs when compared with in vivo epiblast cells, with genes regulating meiosis and bone development preferentially losing H3K27me3 at promoters (Figure 4E,F,H). We reasoned that this might be associated with DNA hypermethylation of such elements since H3K27me3 mark is anti-correlated with 5meC (Figure 3—figure supplement 2B). Indeed, our whole genome bisulfite sequencing (WGBSeq) of EpiSCs revealed a ~10% increase in global DNA methylation levels (Figure 4G). More specifically, promoters that had lost H3K27me3 acquired significantly more 5meC in EpiSCs (Figure 4—figure supplement 1B). This observation indicates that EpiSC derivation leads to an aberrant epigenetic state, especially at germline promoters. Such stable silencing of these genes might contribute to a reduced competence of EpiSC for PGC fate.

**Figure 4.**
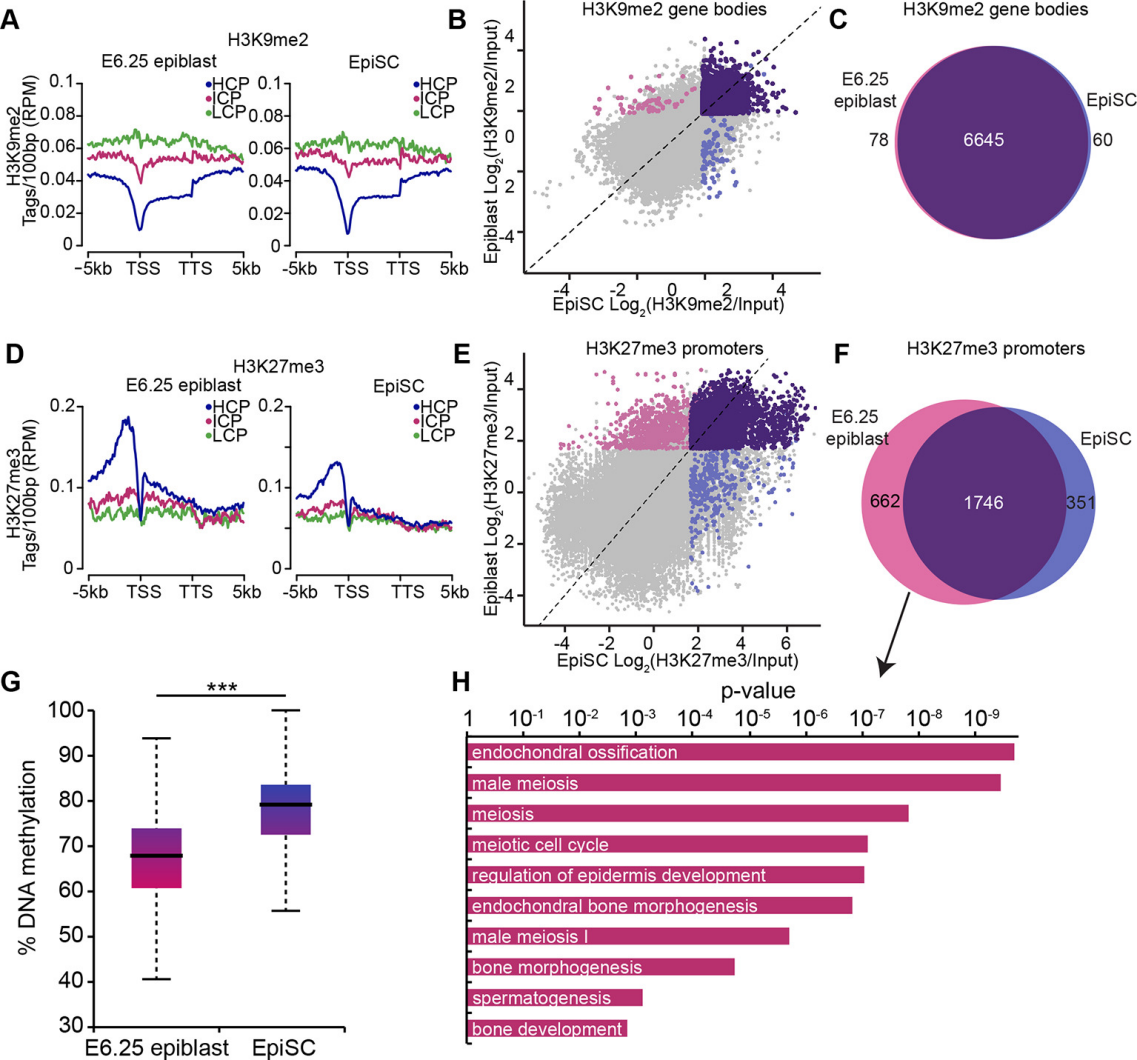
EpiSC show aberrant H3K27me3 distribution and DNA hypermethylation at germline genes. (**A,D**) Distribution of H3K9me2 (**A**) and H3K27me3 (**D**) by metagene analysis in epiblast and EpiSCs. Genes were classified based on promoter CpG density. (Scale = base pairs.) (**B,E**) Scatter plots showing H3K9me2 (**C**) and H3K27me3 (D) enrichment at gene bodies and promoters, respectively, in EpiSC versus E6.25 epiblast. Regions were classified as marked in both samples (purple), epiblast (pink) or EpiSC only (blue). Classification was performed using k-means and EdgeR (pval<0.05, Log2(FC)>2). (**C,F**) Venn diagrams showing overlap of H3K9me2 (**E**) or H3K27me3 (**F**) enrichment between EpiSC and E6.25 epiblast. (**G**) Box plot showing global DNA methylation levels from WGBSeq in E6.5 epiblast and EpiSC. ***p-value<0.001 from Wilcoxon rank sum test. (**H**) Bar plot showing top 10 enriched GO terms in genes uniquely marked by H3K27me3 in the E6.25 epiblast. Also see Figure 4—figure supplement 1. HCP: high CpG density; ICP: intermediate CpG density; LCP: low CpG density; TSS: transcriptional start site; TTS: transcriptional termination site; EpiSCs: epiblast stem cells; H3K27me3: histone H3 lysine 27 trimethylation; H3K9me2: histone H3 lysine 9 dimethylation; FC: fold change; GO: gene ontology; WGBSeq: whole genome bisulfite sequencing. **DOI:** http://dx.doi.org/10.7554/eLife.09571.016

**Figure 4—figure supplement 1.**
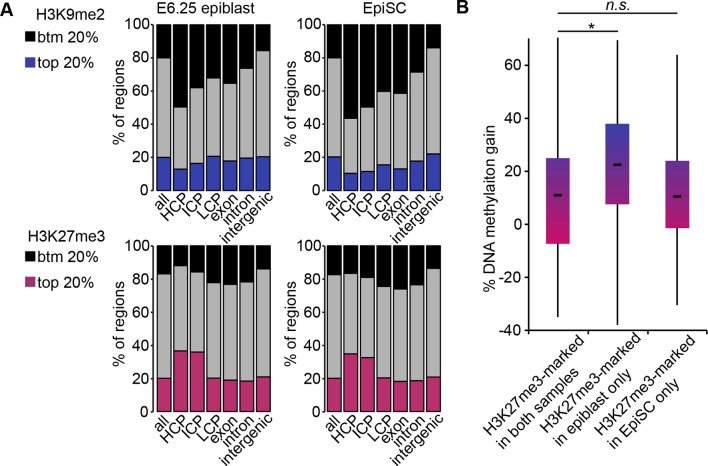
H3K9me2, H3K27me3 and DNA methylation dynamics between E6.25 epiblast and EpiSC. (**A**) Bar plots showing distribution of H3K9me2 (top) and H3K27me3 (bottom) genome-wide. 1 kB tiles were calculated for all chromosomes with a 500 bp offset, and each tile was intersected with annotated genomic regions. For each tile, enrichment was calculated. Shown are top and bottom 20% of enriched tiles. (**B**) Box plots showing gain of DNA methylation in EpiSC compared with E6.25 epiblast at promoters. Promoters were classified based on differential enrichment for H3K27me3 in EpiSC and E6.25 epiblast. Significance was calculated using unpaired Wilcoxon rank sum test with continuity correction. *p-value<0.01. H3K27me3: histone H3 lysine 27 trimethylation; H3K9me2: histone H3 lysine 9 dimethylation; EpiSC: epiblast stem cell. **DOI:** http://dx.doi.org/10.7554/eLife.09571.017

### G9a and EZH2 directly regulate specific sets of genes

Next, we integrated our results on the transcriptional and epigenetic state of epiblast cells from embryos in vivo to identify genes under direct epigenetic regulation by G9a and EZH2. 

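Expression in the knockout epiblasts was looked up for the most strongly enriched regions of the paper's lists of modified regions, which are sorted by enrichment. For H3K27me3 at promoters, the 1994 regions used here lie at 943 genes, and a further 5554 regions of the list were not used here. Of these genes, 445 were tested in the *Ezh2* epiblasts and 0 of them had changed transcripts at an adjusted p-value under 0.05 from edgeR, since *Ezh2* was the only gene called in that cross; 42 of the 943 (95.5% without) are in the paper's list of genes misregulated in *Ezh2-/-* embryos. For H3K9me2 at gene bodies, the 1998 regions used here lie at 1482 genes, and a further 20252 regions were not used here. Of these genes, 359 were tested in the *Ehmt2* epiblasts and 12 had changed transcripts, 10 higher and 2 lower, with *Ehmt2* itself among the 12, so 96.7% were not changed. Among the 13346 other genes tested in the *Ehmt2* epiblasts, 99.1% were not changed (two-sided Fisher's exact test, p = 0.000156). Of 380 genes with H3K27me3 at promoters tested in the *Ehmt2* epiblasts, 13 had changed transcripts, so 96.6% were not changed, against 99.1% of 13325 other genes (two-sided Fisher's exact test, p = 6.5e-05). The comparisons are not independent, since *Duox2*, *Htra1*, *Igf2* and *Rpl10l* are among the changed genes of both marks. The other genes can include those of the regions not used here, so neither comparison sets marked against unmarked genes. In the paper's list of genes misregulated in *Ehmt2-/-* embryos are 9 of the 1482 genes (99.4% without).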

We found that >97% of genes enriched with either H3K9me2 or H3K27me3 modifications do not exhibit differential expression in the *Ehmt2^−/−^* and *Ezh2^−/−^* embryos (Figure 5A). This is consistent with only a minority of Polycomb Repressive Complex 2 (PRC2) targets being dependent on H3K27me3 for their repression in naïve ESCs (Riising et al., 2014). Thus, the epigenetic programming of epiblast cells by G9a and EZH2 appears to directly regulate silencing at only a limited set of genes, possibly owing to redundant epigenetic mechanisms. Nevertheless, we found that ~63% of genes upregulated in *Ezh2^−/−^* and ~36% in *Ehmt2^−/−^* show enrichment for H3K27me3 and H3K9me2, respectively (Figure 5A, Figure 5—figure supplement 1A, Figure 5—source data 1,2). In the case of *Ehmt2^−/−^*, a larger proportion (~53%) of genes seem to be regulated by H3K9me2 deposition at the gene bodies (Figure 5A). 

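Besides *Asz1* and *Cdkn1a*, expression in single *Ehmt2* epiblasts was examined for *Casp14*, *Otx2* and *Hoxc10*. *Casp14* (chromosome 10 from 78711991 to 78718294) had 0 counts in controls 1, 2 and 4, 3 counts in control 3, and 9, 55, 45 and 46 counts in knockouts 1 to 4, a log2 fold change of 5.57 (standard error 1.13, adjusted p = 0.0526 from edgeR's quasi-likelihood test). Each knockout was above every control (exact permutation test, p = 0.0286). *Otx2* (chromosome 14 from 48657679 to 48665106) had 157 ± 9.34 CPM in controls and 116 ± 21.6 CPM in knockouts (SD, n = 4 each), a log2 fold change of −0.44 (standard error 0.13, adjusted p = 0.209 from edgeR), with each knockout below every control. With the extraembryonic ectoderm markers as a covariate, chosen after the data were seen, the log2 fold change of *Otx2* was −0.06. *Hoxc10* (chromosome 15 from 102966796 to 102971893) had 0 counts in all 8 epiblasts of the *Ehmt2* cross and was not tested; 3 counts would have been between 3.8e-06% and 9.25e-06% of an epiblast's total. Levels of H3K9me2 at these genes were not analysed here.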

Among direct G9a targets in the epiblast are *Asz1, Casp14* and *Cdkn1a,* but not *Otx2,* or polycomb targets such as *Hoxc10* (Figure 5B). These overlaps are significantly higher than the 10% previously observed when analysing *Suz12* knockout (KO) sESC, which self-renew without PRC2 and accumulate secondary transcriptional alterations (Pasini et al., 2007). Thus, by focusing on in vivo epiblast just prior to the onset of an overt phenotype, we were able to identify direct primary targets of both G9a and EZH2.

**Figure 5.**
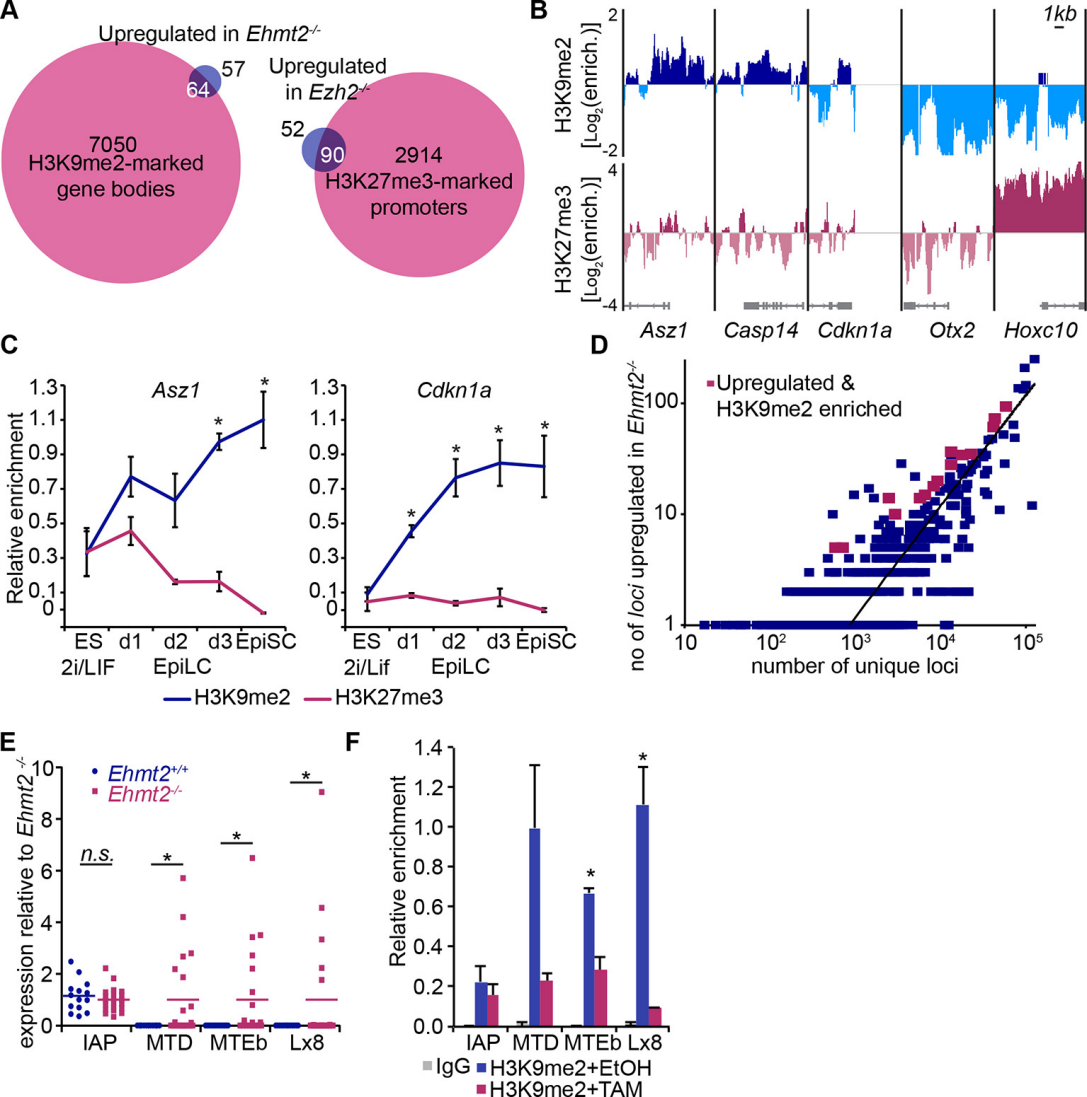
H3K9me2 and H3K27me3 are directly involved in repression of genes and transposable elements. (**A**) Venn diagrams showing overlap between H3K27me3 enrichment at promoters (left panel) or H3K9me2 at gene bodies (right panel); genes upregulated in *Ezh2^−/−^* and *Ehmt2^−/−^* epiblasts are shown. The overlaps are statistically significant (p-value< 0.01 using Chi^2^ test). (**B**) Genome browser tracks showing H3K9me2 and H3K27me3 enrichment at genes that are: derepressed in *Ehmt2^−/−^ (Asz1, Casp14, Cdkn1a*), active epiblast markers (*Otx2*), and PRC2 targets (*Hoxc10*). Data is shown as a sliding window (1kb and 300bp for H3K9me2 and H3K27me3, respectively) of enrichment over input: Log2(RPM ChIP/RPM Input). (**C**) lcChIP-qPCR validation for H3K9me2 and H3K27me3 at the promoter of *Asz1* and gene body of *Cdkn1a* during EpiLC and EpiSC induction. Signal was scaled relative to average enrichment on negative (*Gapdh*: H3K9me2 and H3K27me3) and positive control regions (*Pcsk5*: H3K9me2, *Hoxc10*: H3K27me3). Data are represented as mean (± SEM) from three independent biological replicates (*Student’s t-test p-value<0.05 relative to 2i/LIF ESC sample). (**D**) Scatter plot showing correlation between the number of unique repeat loci in each subfamily with the number of loci upregulated in *Ehmt2^−/−^* E6.25 epiblast. Red points are subfamilies with significant H3K9me2 enrichment and increased proportion of upregulated loci. (**E**) Single cell RT-qPCR validation of repeat upregulation in individual E6.25 *Ehmt2^+/+^* and *Ehmt2^−/−^*epiblast cells. Statistical significance was calculated using Wilcoxon rank sum test for IAP where the majority of WT and KO cells show detectable expression. For remaining repeats, a Chi^2^ test was used.(*p-value<0.05). (**F**) LcChIP-qPCR measuring H3K9me2 levels at selected repeat elements in *Ehmt2^F/−^ CreER^+ve^* d2 EpiLCs treated with EtOH or TAM. Data are mean (± SD) from two independent biological replicates. (*Student’s t-test p-value<0.05 of EtOH compared with TAM treated sample). Also see Figure 5—figure supplement 1,2 and Figure 5—source data 1,2. H3K9me2: histone H3 lysine 9 dimethylation; H3K27me3: histone H3 lysine 27 trimethylation; EZH2: Enhancer of zeste homolog 2; ChIP: chromatin immunoprecipitation; EpiLCs: epiblast-like cells; EpiSCs: epiblast stem cells; SEM: standard error of the mean; TAM: tamoxifen; EtOH: ethanol; IAP: intracisternal A particle. **DOI:** http://dx.doi.org/10.7554/eLife.09571.018 10.7554/eLife.09571.019Figure 5—source data 1.List of promoters enriched for H3K27me3 in lcChIP-seq from E6.25 epiblast data is based on two biological replicates of lcChIP-seq.Enrichment was called by k-means clustering.**DOI:** http://dx.doi.org/10.7554/eLife.09571.019 10.7554/eLife.09571.020Figure 5—source data 2.List of gene bodies enriched for H3K9me2 in lcChIP-seq from E6.25 epiblast Data is based on two biological replicates of lcChIP-seq.Enrichment was called by k-means clustering.**DOI:** http://dx.doi.org/10.7554/eLife.09571.020

**Figure 5—figure supplement 1.**
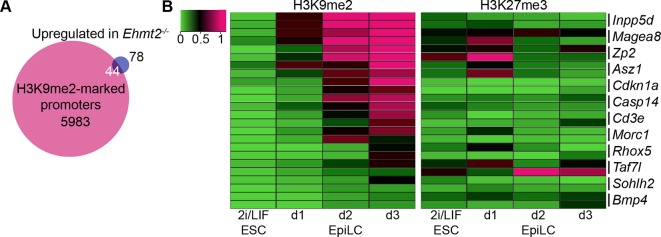
H3K9me2 accumulates at G9a-regulated promoters in the epiblast. (**A**) Venn diagrams showing overlap between H3K9me2 enrichment at promoters and genes upregulated in *Ehmt2^−/−^* epiblasts. The overlaps are statistically significant (p-value<0.01 using Chi^2^ test). (**B**) Heatmap showing H3K9me2 and H3K27me3 enrichment at promoters of genes upregulated in *Ehmt2^−/−^*. Data shown is from two biological replicates of lcChIP-qPCR from 2i/LIF ESCs and day 1–3 EpiLCs. Scale is in relative enrichment normaliseormalized to a positive control region of *Pcsk5* (for H3K9me2) and *Hoxc10* (for H3K27me3). **DOI:** http://dx.doi.org/10.7554/eLife.09571.021

**Figure 5—figure supplement 2.**
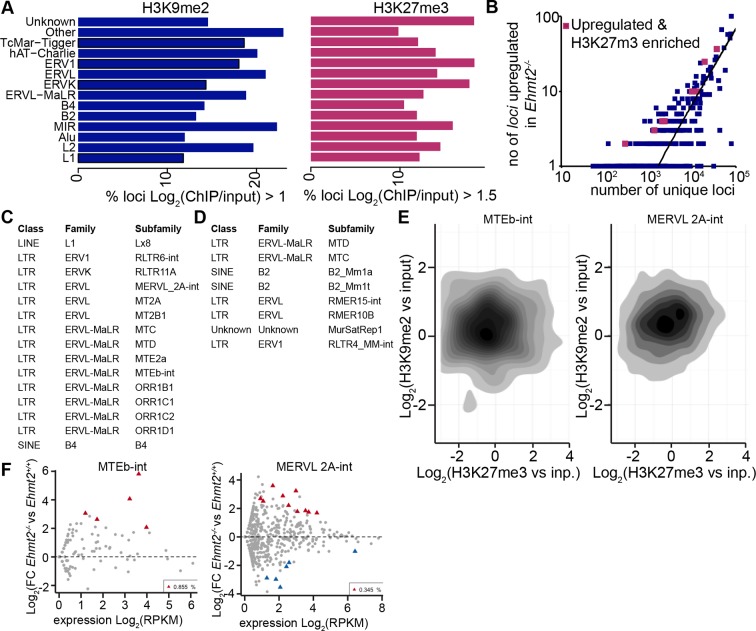
H3K9me2 accumulates at G9a-regulated repeat elements in the epiblast. (**A**) Box plots showing fractions of unique loci significantly marked by H3K9me2 or H3K27me3 within classes of repeat elements. Shown is data from lcChIP-seq of E6.25 epiblast. (**B**) Scatter plot showing correlation between the number of unique repeat loci in each subfamily with the number of loci upregulated in *Ezh2^−/−^* E6.25 epiblast. Red points are subfamilies with significant H3K27me3 enrichment and increased proportion of upregulated loci. (**C,D**) Tables with subfamilies of repeat elements showing significantly increased proportion of unique loci marked by H3K9me2 (**C**) or H3K27me3 (**D**) and upregulated in *Ehmt2^−/−^* (**C**) or *Ezh2^−/−^*(**D**) E6.25 epiblast. (**E**) Density contour plots showing correlation between H3K9me2 and H3K27me3 enrichment at loci within two subclasses regulated by G9a. (**F**) Scatter plots FC in expression levels of unique loci in *Ehmt2^−/−^* versus *Ehmt2^+/+^* E6.25 epiblast. Red triangles show loci that are significantly upregulated. **DOI:** http://dx.doi.org/10.7554/eLife.09571.022

Due to very limited material, we confirmed our genome-wide analysis of epiblast by using a more tractable in vitro model of priming cells for gastrulation. The in vivo developmental progression is represented in vitro by 2i/LIF ESCs, which are equivalent to ICM, followed by primed EpiLCs and EpiSCs, which represent postimplantation epiblast and the primitive streak, respectively (Figure 1A) (Hayashi et al., 2011; Kojima et al., 2014). The lcChIP-qPCR analysis showed rapid increase in H3K9me2 levels in primed cells at direct targets of G9a, including *Asz1* promoter and *Cdkn1a* gene body (Figure 5C), as well as promoters of other germline and proliferation regulators (Figure 5—figure supplement 1B). Thus, our genome-wide dataset together with the analysis of single *loci* reveal that G9a represses regulators of germline and cell proliferation, and a subset of them accumulate H3K9me2 mark shortly after implantation.

### Role of G9a at transposable elements

We next investigated the role of G9a in regulating transposable elements (TEs) as previous studies have shown that loss of G9a in sESC leads to aberrant expression of murine endogenous retroviruses with leucine tRNA primer (MERV-L) (Maksakova et al., 2013). To this end, we combined our lcChIP-seq and RNA-seq from E6.25 epiblast and mapped only unique reads to all mouse repeat loci with sufficient coverage. We found that ~15% (4.8 × 10^5^/3.3 × 10^6^) and ~18% (4.8 × 10^5^/2.6 × 10^6^) of repeats show significant H3K9me2 and H3K27me3 enrichment, respectively (Figure 5—figure supplement 2A). On the other hand, only ~0.11% (3636/3.3 × 10^6^) and ~0.06% (1646/2.6 × 10^6^) of all repeats were significantly upregulated in *Ehmt2^−/−^* and *Ezh2^−/−^* epiblast, respectively. By intersecting fractions of upregulated and epigenetically marked loci in each subfamily, we identified repeats that are enriched for and regulated by H3K9me2 or H3K27me3 (Figure 5D, Figure 5—figure supplement 2B–F). Direct targets for EZH2 are limited and exhibited no subfamily trend. However, 13/15 subfamilies repressed by G9a are notable as they correspond to endogenous retroviral elements (ERV), especially ERV-L and ERV-LMaLR (Figure 5—figure supplement 2C). Consistent with the RNA-seq analysis, single cell RT-qPCR from individual E6.25 *Ehmt2^+/+^* or *Ehmt2^−/−^* epiblast cells showed upregulation of mouse transposon D (MTD), mouse transposable element b (MTEb ) and Lx8 but not of IAP repeat elements (Figure 5E). To confirm G9a-dependent deposition of H3K9me2 at these transposons, we used an in vitro model. We generated two *Ehmt2^F/^*^−^ ESC lines expressing a tamoxifen (TAM)-inducible Cre recombinase (CreER), which were cultured in 2i/LIF medium. Following TAM treatment, day 2 EpiLCs were used for lcChIP-qPCR, which showed significant depletion of H3K9me2 upon loss of G9a at MTEb and Lx8 loci, but not IAP (Figure 5F). Thus, G9a deposits H3K9me2 at some repeat elements in postimplantation epiblast, where it is necessary to repress TEs that predominantly belong to the ERVs class. This implies a potentially important role for G9a in maintaining genomic integrity.

### H3K9me2 modification encompasses enhancers undergoing inactivation in primed pluripotent cells

H3K9me2 modification, unlike H3K27me3, accumulates rapidly in the postimplantation epiblast (Figure 1B), preferentially in the intergenic regions where many *cis* regulatory elements reside (Figure 4—figure supplement 1A). Visual inspection of our lcChIP-seq analysis revealed that multiple putative enhancers show H3K9me2 enrichment in the epiblast, for example, in close proximity to *Esrrb* and *Prdm1* (Figure 6A), but the role of this modification at such elements is thus far unknown.

**Figure 6.**
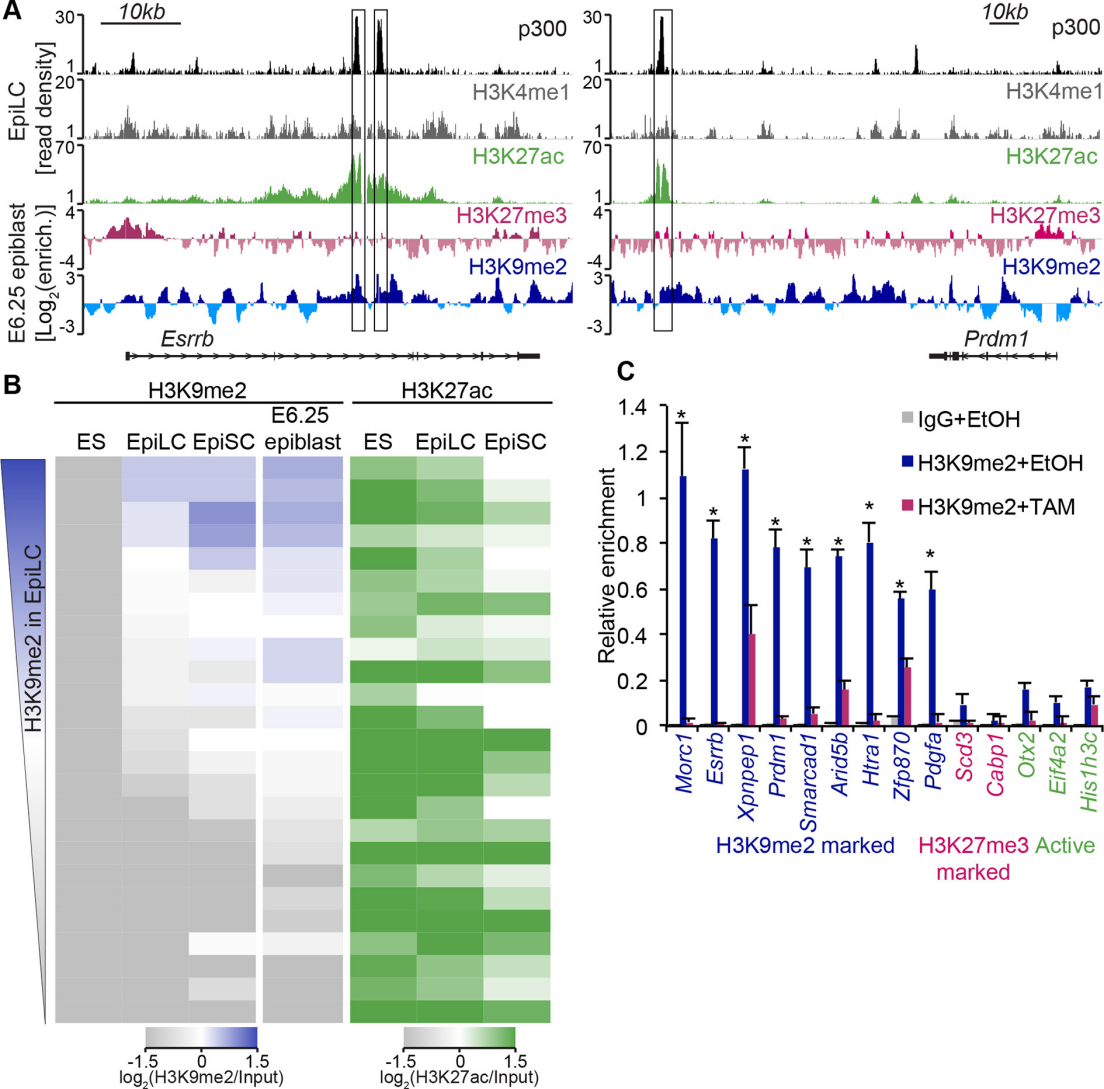
H3K9me2 marks enhancers undergoing inactivation during exit from naïve pluripotency. (**A**) Genome browser tracks showing p300, H3K27ac, and H3K4me1 at inactive *Esrrb* and *Prdm1* putative enhancers (black boxes) in day 2 EpiLCs (*GSE56138*) (Buecker et al., 2014). Bottom two tracks show H3K27me3 (red) and H3K9me2 (blue) enrichment in the E6.25 epiblast. Green and grey tracks show read density, while blue and red tracks show Log2 enrichment of ChIP sample over the input sample. (**B**) Heatmaps showing H3K9me2 and H3K27ac enrichment at enhancers active in ESCs grown in 2i/LIF. All ESC enhancers in 2i/LIF enriched for p300, H3K27ac and H3K4me1 were clustered using kohonen package based on H3K9me2 and H3K27ac. Individual classes were ranked based on H3K9me2 levels in EpiLCs. H3K27ac tracks were extracted from (*GSE56138, GSE57409*) (Buecker et al., 2014; Factor et al., 2014). (**C**) LcChIP-qPCR measuring H3K9me2 levels at putative enhancer elements in *Ehmt2^F/−^CreER^+ve^* d2 EpiLCs treated with EtOH or TAM. H3K9me2- (blue), H3K27me3- (red) marked, as well as active (green) regulatory elements are shown. Data are mean (± SD) from two independent biological replicates. (*Student’s t-test p-value<0.05 of EtOH compared with TAM treated sample). Also see Figure 6—figure supplement 1,2. H3K27ac: histone H3 lysine 27 acetylation; EpiLCs: epiblast-like cells; H3K27me3: histone H3 lysine 27 trimethylation; ChIP: chromatin immunoprecipitation; H3K9me2: histone H3 lysine 9 dimethylation; lcChIP-seq: low cell number chromatin immunoprecipitation with sequencing; TAM: tamoxifen; EtOH: ethanol; SD: standard deviation; ESCs: Embryonic stem cells. **DOI:** http://dx.doi.org/10.7554/eLife.09571.023

**Figure 6—figure supplement 1.**
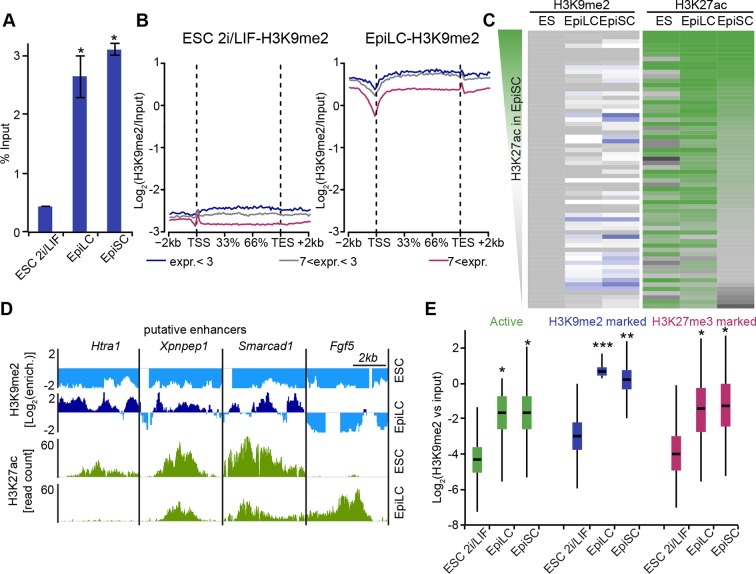
Genome-wide accumulation of H3K9me2 extends to multiple enhancer elements. (**A**) Bar plot showing H3K9me2 levels in ESC, d2 EpiLC and EpiSC measured by quantifying total DNA in anti-H3K9me2 ChIP relative to the input sample. Shown is mean (± SD) from at least two independent biological replicates. (**B**) Enrichment of H3K9me2 in 2i/LIF ESCs and EpiLCs visualized with a metagene analysis. Genes were classified based expression level. Data is based on nChIP-seq scaled to absolute H3K9me2 levels (**A**). (**C**) Heatmap showing H3K9me2 and H3K27ac enrichment at all enhancers active in ESC, EpiLC and EpiSC. Individual enhancer elements were clustered and then sorted based on H3K27ac enrichment in EpiSC. (**D**) Genome browser tracks showing H3K9me2 (blue) and H3K27ac (green) putative enhancers in 2i/LIF ESC and d2 EpiLCs. H3K27ac tracks are from published datasets (Buecker et al., 2014). Green tracks show read density, while blue tracks show Log2 enrichment of ChIP over the input sample. (**E**) Box plots showing H3K9me2 levels at enhancers in 2i/LIF ESC, EpiLCs and EpiSCs. Significance was calculated using unpaired Wilcoxon rank sum test with continuity correction. Effect size: *r≤0.10; **0.10<r≤0.15; ***r>0.15. **DOI:** http://dx.doi.org/10.7554/eLife.09571.024

**Figure 6—figure supplement 2.**
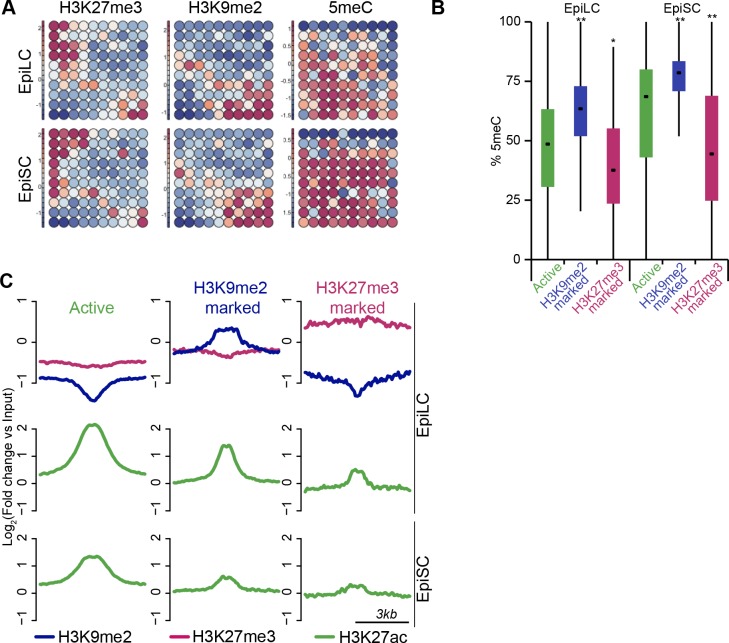
H3K9me2 marks a distinct set of enhancers. (**A**) Unbiased dynamics of ESC enhancers upon exit from naïve pluripotency. Classification was performed using self-organizing maps. Some enhancers become inactivated via acquisition of H3K27me3 or H3K9me2. Each of these modes is associated with distinct DNA methylation levels. (**B**) Box plots showing DNA methylation levels at enhancers in EpiLCs and EpiSCs. Significance was calculated using unpaired Wilcoxon rank sum test with continuity correction. Effect size: *r≤0.10; **0.10<r≤0.15; ***r>0.15. (**C**) Chromatin profiles over enhancers in EpiLC and EpiSC. Active ESC enhancers (p300, H3K4me1 and H3K27ac enriched) were classified using k-means clustering based on H3K9me2 and H3K27me3 enrichment in EpiLCs. **DOI:** http://dx.doi.org/10.7554/eLife.09571.025

To examine likely functions of H3K9me2 at enhancers, we turned to the in vitro model of ESC priming towards EpiLCs and EpiSCs. We generated high quality native ChIP-seq datasets for H3K27me3 and H3K9me2 from 2i/LIF ESCs, EpiLCs and EpiSCs. Enhancers in these pluripotent cells have recently been identified based on enrichment of p300, H3K4me1 and H3K27ac (*GSE56138, GSE57409*) (Buecker et al., 2014; Factor et al., 2014). Consistent with programming of epiblast in vivo by H3K9me2 modification (Figure 1B), we found genome-wide accumulation of H3K9me2 in primed pluripotent cells (Figure 6—figure supplement 1A). As H3K9me2 ChIP-seq measures only the relative enrichment, we have scaled it to indicate absolute quantities of histone modification. Our analysis revealed increased enrichment of H3K9me2 at genes upon exit from naïve pluripotency (Figure 6—figure supplement 1B). This effect extends to many enhancers but significant H3K9me2 enrichment is observed at elements, which show DNA hypermethylation and cluster separately from poised H3K27me3-enriched elements (Figure 6—figure supplement 1D,E, Figure 6—figure supplement 2A,B). As with H3K27me3 modification, H3K9me2 is not a distinct enhancer mark, but rather is associated with larger domains within which regulatory elements reside (Figure 6—figure supplement 2C). Interestingly, of all the enhancers that are active in 2i/LIF ESCs (p300, H3K4me1 and H3K27ac enrichment), ~12% (3884) gain H3K9me2 after 2 days of induction towards EpiLCs (Figure 6B), while only 3% (1117) become enriched for H3K27me3. Such elements are also enriched for H3K9me2 in E6.25 epiblast (Figure 6B). To validate these findings, we performed lcChIP-qPCR from ethanol or TAM treated *Ehmt2^F/−^* EpiLCs expressing CreER. We confirmed that previously identified enhancer elements gain H3K9me2 in a G9a-dependent manner but active or H3K27me3 poised elements do not (Figure 6C). Thus, acquisition of H3K9me2 occurs at distal regulatory elements, perhaps to direct or reinforce their inactivation.

Notably, H3K9me2-marked enhancers retain partial enrichment of active H3K27ac mark in EpiLCs, but exhibit near-complete H3K27ac loss in EpiSCs (Figure 7A, Figure 6—figure supplement 1C). Consistently, enhancer classification based on their epigenetic state has shown that ~57% (2212) of H3K9me2-enriched enhancers in EpiLCs still retain significant H3K27ac (Figure 7—figure supplement 1), which we further confirmed using lcChIP-qPCR (Figure 7B). To exclude possible effects of cell population heterogeneity, we performed sequential ChIP-qPCR, which showed dual H3K9me2 and H3K27ac enrichment (Figure 7C). Such transient dual marking might indicate their continued responsiveness to signalling cues. In addition, H3K9me2-enriched elements showed no change in the active H3K27ac modification in EpiLCs lacking G9a (Figure 7D). Taken together, our findings show that the repressive H3K9me2 and activating H3K27ac modifications transiently co-occur at enhancers during epiblast priming.

**Figure 7.**
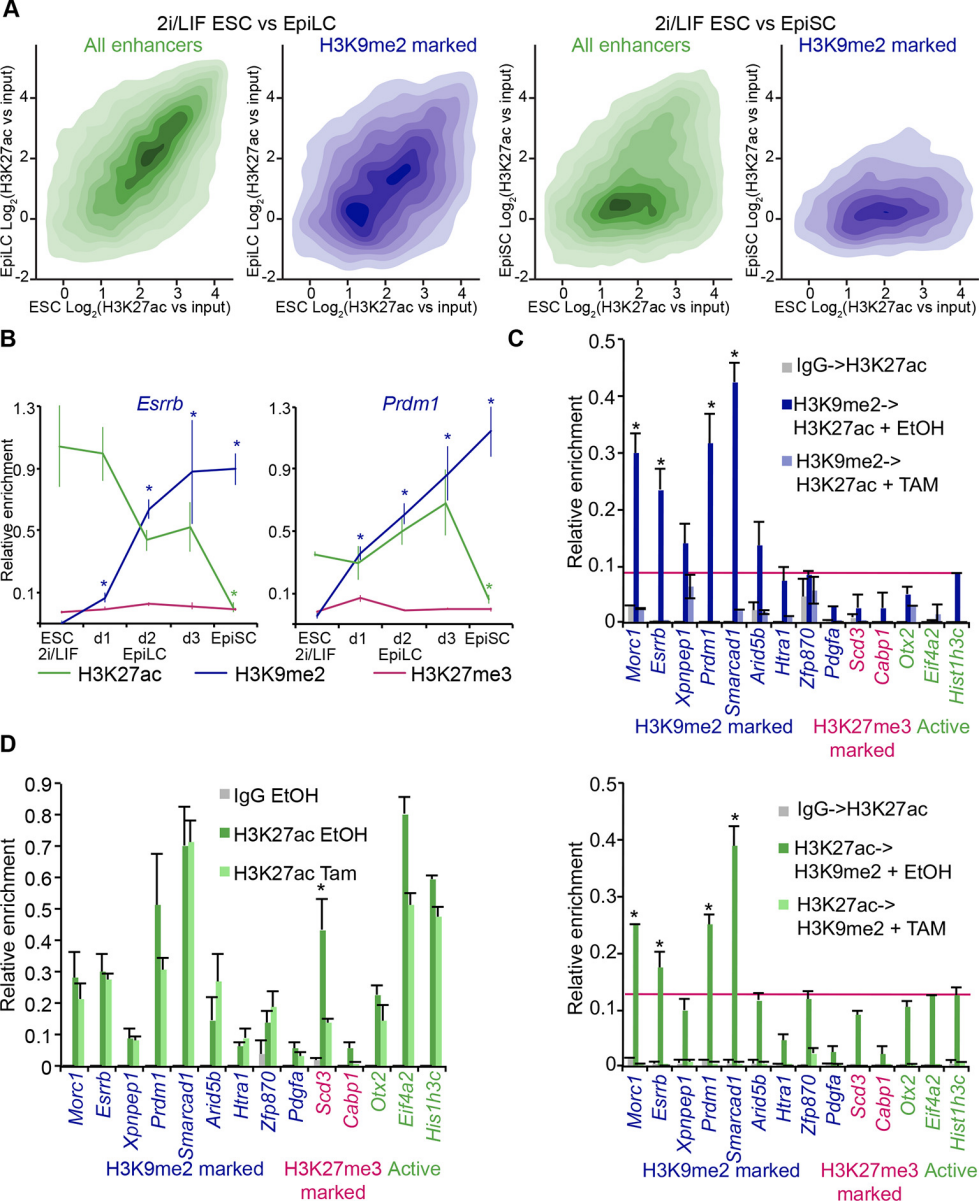
H3K9me2 spreading to enhancers results in transient coenrichment with H3K27ac. (**A**) Density contour plots showing correlation between H3K27ac enrichments at enhancers in 2i/LIF ESCs versus EpiLC (left panels) or 2i/LIF ESCs versus EpiSC (right panels). Green panels show all regulatory elements active in 2i/LIF ESCs (p300, H3K4me2 and H3K27ac enrichment), while blue panels show only the subset that becomes enriched with H3K9me2 in EpiLCs. (**B**) lcChIP-qPCR results measuring levels of H3K9me2, H3K27me3 and H3K27ac at putative *Prdm1* and *Esrrb* enhancers. Samples were collected during EpiLC and EpiSC induction. Signal was scaled relative to average enrichment on negative (*Pcsk5*: H3K27ac, *Gapdh*: H3K9me2 and H3K27me3) and positive control regions (*Pcsk5*: H3K9me2, *Gpr20*: H3K27ac, *Hoxc10*: H3K27me3). Data are represented as mean ( ± SEM) from three independent biological replicates (*Student’s t-test p-value<0.05 relative to 2i/LIF ESC sample). (**C**) Sequential ChIP-qPCR performed *Ehmt2^F−^ CreER^+ve^* d2 EpiLCs treated with EtOH or TAM. Upper panel shows samples precipitated first with anti-H3K9me2 antibody and later H3K27ac. Bottom panel shows results from an inverse experiment. Samples were scaled to a positive (*Gpr20*) control region. Data are mean (± SD) from two independent biological replicates. (*Student’s t-test p-value<0.05) (**D**) LcChIP-qPCR measuring enrichment of H3K27ac at selected enhancers in EtOH- or TAM-treated *Ehmt2^F/−^ CreER^+ve^* d2 EpiLCs. H3K9me2-marked (blue) and control H3K27me3-poised or active regions are presented. Data are mean (± SD) from two independent biological replicates. (*Student’s t-test p-value<0.05). Also see Figure 7—figure supplement 1. H3K27ac: histone H3 lysine 27 acetylation; 2i/LIF: two-inhibitor/leukemia inhibitory factor; EpiLCs: epiblast-like cells; EpiSCs: epiblast stem cells; lcChIP-seq: low cell number chromatin immunoprecipitation with sequencing; H3K9me2: histone H3 lysine 9 dimethylation; H3K27me3: histone H3 lysine 27 trimethylation; SEM: standard error of the mean; ESCs: Embryonic stem cells; TAM: tamoxifen; EtOH: ethanol; SD: standard deviation. **DOI:** http://dx.doi.org/10.7554/eLife.09571.026

**Figure 7—figure supplement 1.**
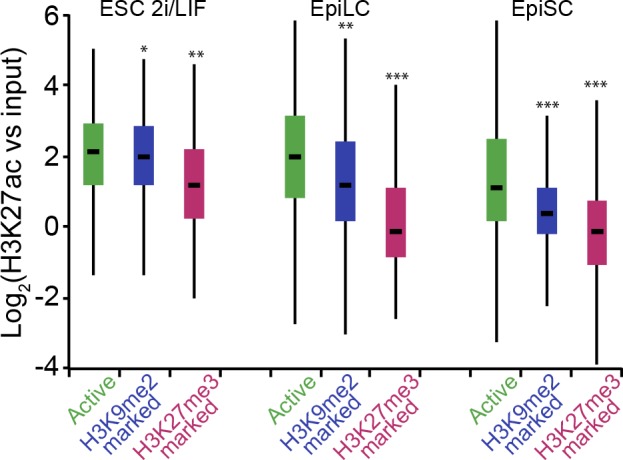
H3K9me2-marked enhancers retain some H3K27ac in EpiLCs. Box plots showing H3K27ac levels at enhancers in 2i/LIF ESC, EpiLCs and EpiSCs. Significance was calculated using unpaired Wilcoxon rank sum test with continuity correction. Effect size: *r≤0.10; **0.10<r≤0.15; ***r> 0.15. **DOI:** http://dx.doi.org/10.7554/eLife.09571.027

### G9a mediates efficient inactivation of enhancers

Enrichment of H3K9me2 generally coincides with transcriptional repression in epiblast cells that prompted us to incorporate our RNA-seq and published data from microarray experiments (GSE30056) (Hayashi et al., 2011). We found that enhancers marked by H3K9me2 are in close proximity to repressed genes, both in the epiblast in vivo and EpiLCs in vitro (Figure 8A,B). Consistent with the *Ehmt2^−/−^* embryonic phenotype affecting growth and development, these genes are enriched for the regulators of apoptosis (Figure 8—figure supplement 1A). To further address potential functions of these enhancer elements, we performed de novo motif analysis. H3K9me2-marked enhancers showed significant enrichment for regulators of early development (T and SOX2) and apoptosis (p53 and p63) (Figure 8—figure supplement 1B). In line with the PRC2 function, H3K27me3 poised enhancers showed enrichment for motifs of skeletal development regulators SOX9 and HOXD8 (Figure 8—figure supplement 1C). Such non-overlapping motif signatures further validate that H3K27me3 and H3K9me2 accumulate at distinct enhancers that regulate early development.

**Figure 8.**
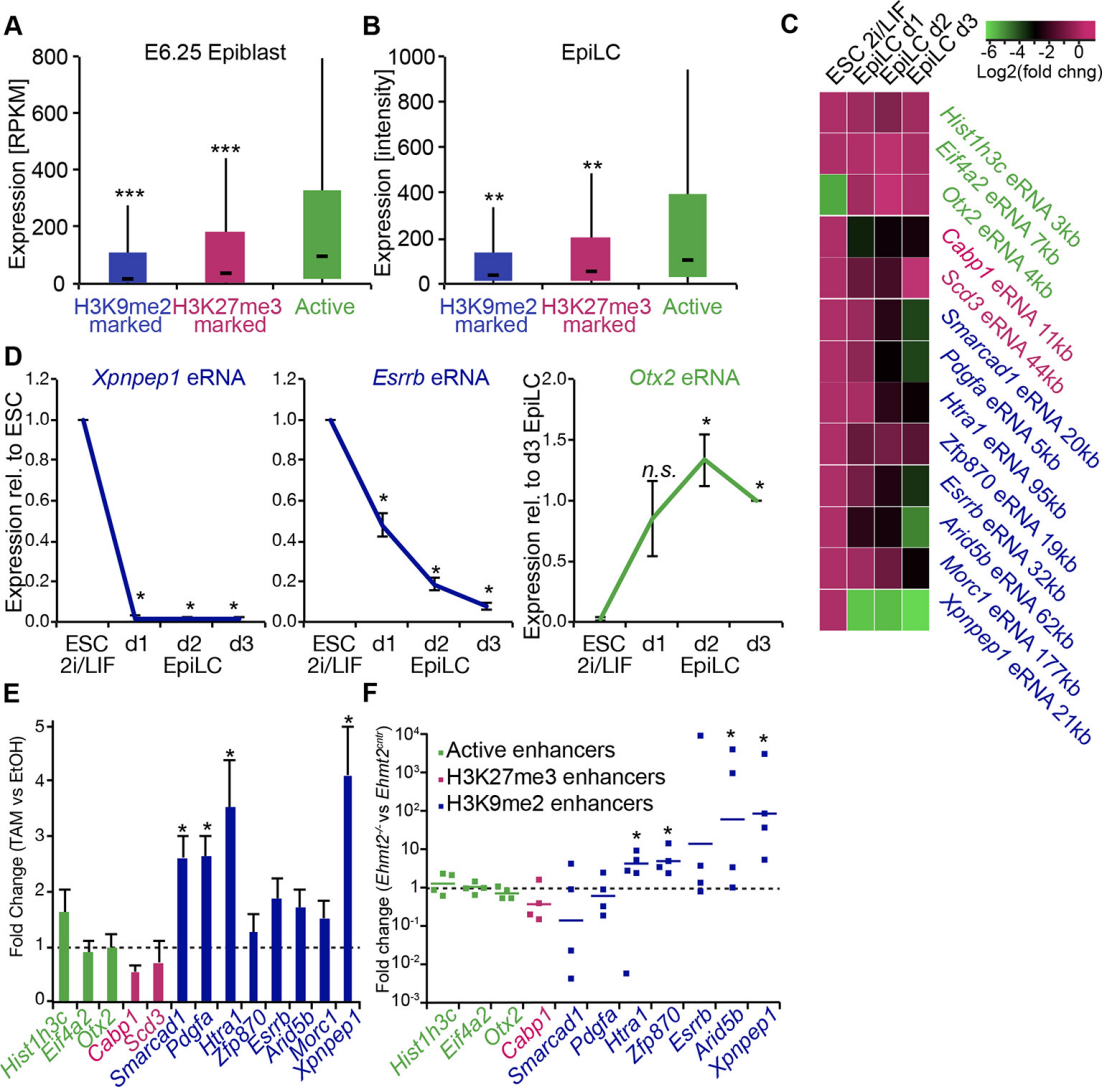
G9a promotes transcriptional inactivation of enhancers. (**A,B**) Box plots showing transcript levels of genes in epiblast (**A**) and EpiLCs (**B**), which lie in proximity of H3K9me2- or H3K27me3-marked enhancers. All comparisons are statistically significant (p<0.05). The effect size relative to active set is shown in the graphs: *r≤0.10; **0.10<r≤0.15; ***r>0.15 calculated using Wilcoxon rank sum test. For analysis of EpiLCs, a published microarray experiment was used (GSE30056) (Hayashi et al., 2011). (**C,D**) RT-qPCR for eRNAs at selected H3K9me2-marked (blue) and control (red: H3K27me3 enriched, green: active) enhancers shown as line plots (**D**) and summarized in a heatmap (**C**). Data are represented as mean ( ± SEM) from three independent biological replicates. Samples are normalised to ESC 2i/LIF sample with the exception of *Otx2*, which is normalised to d3 EpiLCs. (*Student’s t-test p-value<0.05) (**E**) FC of eRNA expression in *Ehmt2^F/−^ CreER^+ve^*d2 EpiLCs treated with TAM relative to EtOH control. Transcripts are originating from H3K9me2- (blue), H3K27me3-marked (red) or active (green) *loci*. Data are presented as mean (± SEM) from three independent biological replicates. (*Student’s t-test p-value <0.05) (**F**) FC of eRNA expression in individual *Ehmt2^−/−^* E6.25 epiblasts normalised to *Ehmt2^+/+^* littermates. Lines show geometric means. (*p<0.05 Wilcoxon rank sum test). Also see Figure 8—figure supplement 1. EpiLCs: epiblast-like cells; H3K9me2: histone H3 lysine 9 dimethylation; H3K27me3: histone H3 lysine 27 trimethylation; RT-qPCR: real-time quantitative polymerase chain reaction; eRNA: enhancer RNA; ESCs: Embryonic stem cells; TAM: tamoxifen; EtOH: ethanol. **DOI:** http://dx.doi.org/10.7554/eLife.09571.028

**Figure 8—figure supplement 1.**
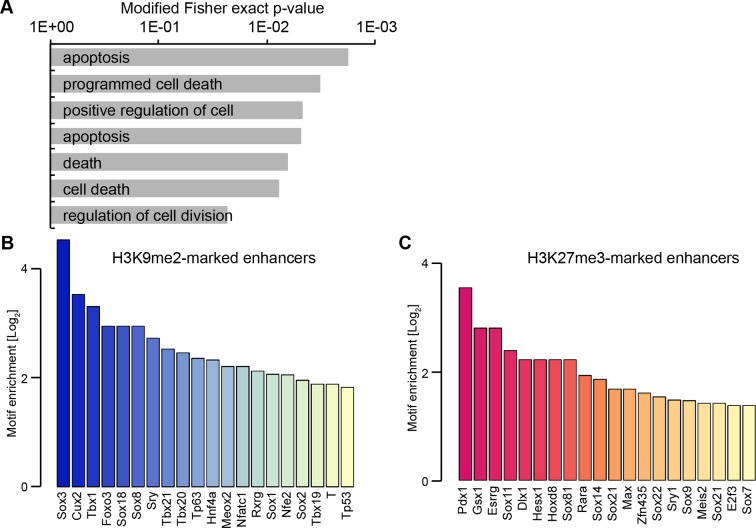
H3K9me2 enriched enhancers are preferentially linked to the p53 pathway. (**A**) Selected enriched GO terms in H3K9me2-marked enhancers. (**B,C**) Bar plots showing top 20 enriched motifs in H3K9me2- (**B**) or H3K27me3- (**C**) marked enhancers. Source data file legends **DOI:** http://dx.doi.org/10.7554/eLife.09571.029

Transcriptional analysis of genes most proximate to specific enhancers is subject to errors, since these elements can regulate distant promoters (Sanyal et al., 2012). Therefore, we determined the correlation between H3K9me2 enrichment and enhancer activity by analysing the expression levels of enhancer RNAs (eRNA), which is a hallmark of active enhancers (Kim et al., 2010). We performed RT-qPCR for candidate robustly expressed eRNAs originating from regions enriched for H3K9me2 or H3K27me3. Upon EpiLC induction, such elements underwent robust transcriptional inactivation (Figure 8C,D). This is not a global effect because enhancers for genes, such as *Otx2* that are linked with primed pluripotency, show increased eRNA expression in EpiLCs (Figure 8D). Thus, upon blastocyst implantation, H3K9me2 domains extend to active enhancers targeted for initiation of silencing, which accounts for the co-enrichment with H3K27ac.

To determine the functional relevance of H3K9me2 on enhancers, we used two *Ehmt2^F/^*^−^ ESC lines expressing CreER. Following TAM treatment, day 2 EpiLCs showed increased eRNA expression at 4 of 8 previously identified H3K9me2-marked enhancers, confirming that, in principle, this histone modification promotes repression of enhancer activity (Figure 8E). This was specific to H3K9me2, since the H3K27me3-enriched and active regulatory elements were unaffected (Figure 8E). Finally, we sought to validate our findings in vivo since multiple enhancer elements showed increased levels of H3K9me2 in the post-implantation epiblast. To this end, we isolated RNA from individual *Ehmt2^+/+^* and *Ehmt2^−/−^* E6.25 epiblasts. After complementary DNA (cDNA) preamplification, we measured eRNA expression in these samples. We were able to detect 7/8 eRNAs associated with H3K9me2 marked enhancers, and 4 of these showed significant increase in expression in *Ehmt2^−/−^*embryos (Figure 8F). Of all four control eRNAs detected in vivo, none showed altered expression. Taken together, these results reveal that G9a contributes to transcriptional and epigenetic repression of a subset of enhancers. These elements are typically active in naïve pluripotent cells but become repressed during priming of the epiblast.

## Discussion

We present here evidence that global H3K9me2 is established by a wave of G9a activity during early postimplantation development and contributes to establishing a crucial chromatin signature at promoters and gene bodies. Once acquired, H3K9me2 represses a specific subset of genes, including key regulators of proliferation and germline development. The enrichment of H3K9me2 additionally extends into domains that contain multiple enhancer elements, leading to their developmentally-linked inactivation. This uncovers an important role for G9a in setting the regulatory circuitry in the epiblast that enables the subsequent developmental programme to unfold.

A wave of heterochromatization occurs during early postimplantation development that contributes to the establishment of a specific ‘primed’ epigenetic state in epiblast cells (Borgel et al., 2010; Gilbert et al., 2010). While both G9a and PRC2 are involved in this epigenetic programming process, we found limited overlap between H3K9me2 and H3K27me3 targets or, indeed, between genes that were upregulated in *Ezh2^−/−^*and *Ehmt2^−/−^*mutant embryos. This indicates that they likely have independent functions, as observed in sESC, which is unrelated to the previously reported G9a-dependent recruitment of PRC2 complex (Lienert et al., 2011; Mozzetta et al., 2013). Thus, prior to gastrulation, H3K9me2 and H3K27me3 generate distinct repressive chromatin states, linked to DNA hyper- and hypomethylation, respectively. These modifications therefore act as complementary systems to target specific regulatory pathways, ensuring that they become repressed during the exit from naïve pluripotency. Following PGC specification, however, there is germline-specific resetting of the epigenome, including the erasure of H3K9me2 and DNA methylation (Hajkova et al., 2002; Seki et al., 2005; 2007), which allows for the expression of germline-specific genes that have been silenced by these epigenetic modifications.

We have characterised the epigenetic landscape of the in vivo primed pluripotent cells relative to its in vitro model represented by EpiSCs. It is noteworthy that the two cell types show highly similar distribution of H3K9me2, but EpiSCs globally gain DNA methylation and lose H3K27me3 from germline-related genes, which might contribute to the reduced competence of EpiSCs towards PGCs. Indeed, stable promoter DNA methylation has been previously reported for two germline genes, *Stella* and *Rex1* (Bao et al., 2009; Hayashi and Surani, 2009). Thus we show that in vitro derivation and self-renewal promotes aberrant accumulation of epigenetic modifications, as is the case with sESC and hematopoietic stem cells (Ludwig et al., 2014; Weidner et al., 2013).

Our study on a transient and highly dynamic state of the pregastrulation epiblast reveals an unexpected level of epigenetic regulation. It is established that enhancer elements acquire H3K4me1 and H3K27ac coincident with their developmental activation at this point, while others become poised and enriched for H3K27me3 (Buecker et al., 2014; Factor et al., 2014). We additionally reveal that G9a is involved in the rapid switching of epigenetic states at regulatory elements by depositing H3K9me2 (Figure 9). The accumulation of H3K9me2 at enhancers is mostly linked with transcriptional repression, although they transiently retain significant levels of H3K27ac. Thus, we show uncoupling of histone acetylation from the transcriptional state, which indicates that loss of an active epigenetic signature is often secondary to enhancer inactivation. Such contrasting epigenetic marks at enhancers might confer responsiveness and plasticity of cells to signalling cues. This coincides with the rapidly unfolding developmental programme in postimplantation epiblast, resulting in potential for diverse cell fate decisions. In line with this role, the loss of H3K9me2, as seen at an oestrogen-induced enhancer in breast cancer cells, promotes reactivation of the apoptosis regulator *bcl2* (Perillo et al., 2008).

**Figure 9.**
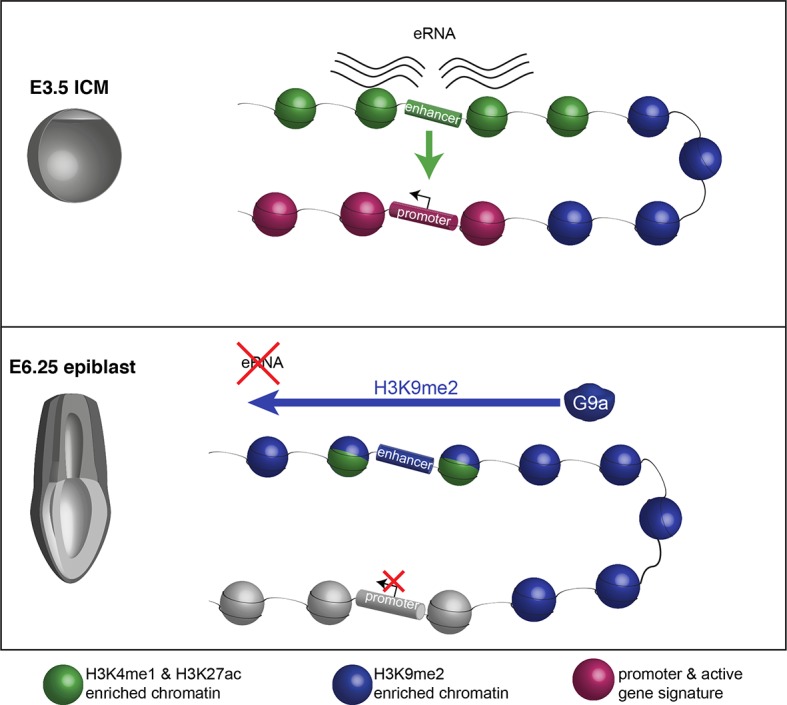
Proposed model for G9a-mediated enhancer inactivation. Distal regulatory elements active in ICM are typically associated with H3K4me1 and H3K27ac enrichment (green) as well as eRNA expression. Such elements activate promoters (purple) to increase gene transcription. Following implantation, the majority of enhancers undergo inactivation. In many cases, this process is aided by spreading of G9a-dependent H3K9me2 enrichment domains. Despite retaining H3K27ac and H3K4me1 enrichment, these enhancers typically loose eRNA expression. **DOI:** http://dx.doi.org/10.7554/eLife.09571.030

The regulation of enhancer elements likely contributes to the phenotype of G9a null embryos, but is unrelated to increased expression of pluripotency genes, contrary to a previous suggestion (Yamamizu et al., 2012). Decreased proliferation and increased apoptosis is more likely due to de-repression of negative regulators of cell cycle, including a potent cyclin-dependent kinase inhibitor, *Cdkn1a* (also called p21). Furthermore, G9a preferentially represses three clusters of X-linked genes: *Rhox, Xlr* and *Mage-a.* Two of these are imprinted, suggesting a role for H3K9me2 in this process, which merits further investigation (Maclean et al., 2011; Raefski and O'Neill, 2005).

Pluripotency is a transient state during mammalian development that is established at the blastocyst stage, and undergoes changes after implantation and development of the epiblast. Importantly, G9a-dependent programming entails spreading of H3K9me2 modification to enhancer elements where it regulates their activity; this contributes to rapid and dynamic changes at a critical period of epiblast development prior to gastrulation.

## Materials and methods

### Experimental procedures

#### Mouse breading, embryo collection, and staging

Timed natural matings were used for all experiments. Noon of the day when the vaginal plugs of mated females were identified was scored as E0.5. When necessary, postimplantation embryos were staged as previously described (Downs and Davies, 1993).

For *Ehmt2* matings, a published conditional allele was used (Sampath et al., 2007). *Ehmt2^+/−^* mice were next crossed with a *ΔPE-Pou5f1-EGFP* reporter line (GGOF) (Yeom et al., 1996). This transgene drives enhanced green fluorescent protein (EGFP) expression in preimplantation ICM, and residual fluorescence persists in the epiblast until ~E6.75. For the collection of EZH2-deficient embryos, a previously described allele was used (O'Carroll et al., 2001). All husbandry and experiments involving mice were carried out according to the local ethics committee and were performed in a facility designated by the Home Office.

#### ESC derivation

Two male *Ehmt2^F/−^ GGOF^+ve^* ESC lines were derived in 2i/LIF conditions as previously described (Nichols et al., 2009). Cells were cultured in N2B27 2i/LIF conditions on gelatine supplemented with 1% knockout serum replacement (Ying et al., 2008). To generate inducible *Ehmt2* KO lines, *Ehmt2^F/−^ GGOF^+ve^* ESCs were transfected with an expression vector for TAM-inducible CreER by the use of lipofectamine 2000 (Life Technologies, CA). Cre recombination was induced by the addition of TAM. After a 2-day treatment, no Flox G9a allele was detected by genotyping.

#### Epiblast isolation

For ChIP experiments, epiblast cells were isolated from E6.25 pre-gastrulating embryos coming from outbred MF1 females crossed with GGOF stud males. After recovering embryos from the decidua, Reichert’s membrane was dissected out and extraembryonic cone was also removed. Remaining tissue was used to prepare single cell suspension for sorting using MoFlo high-speed cell sorter (Beckman Coulter, CA) based on EGFP expression. The purity of epiblast cells was assessed by staining for SOX2 and was in excess of 95%. For single epiblast experiments, embryos were dissected as previously described (Tesar et al., 2007).

#### RNA isolation, reverse transcription and qPCR

Total RNA was extracted using PicoPure RNA isolation Kit (Life Technologies, CA) or AllPrep DNA/RNA Micro Kit (Qiagen, Germany) with an on-column DNaseI digestion (Qiagen, Germany). cDNA was prepared using SuperScript III (Life Technologies, CA) and random hexamer primers (Life Technologies, CA). RT-q PCR reactions were performed using Kapa Sybr Fast qPCR kit (Kapa Biosystems, MA). Single-cell RT-qPCR was performed as previously described, for detailed protocol and reagents refer to the original publication (Tang et al., 2010). For primer sequences see Supplementary file 1. Amplification was performed with QuantStudio 6 Flex Real-Time PCR system (Life Technologies, CA).

#### Single epiblast RNA-seq

Dissected *Ehmt2^+/−^*× *Ehmt2^+/−^* or *Ezh2^+/−^*× *Ezh2^+/−^*E6.25 epiblasts were lysed and RNA was extracted like for RT-qPCR. Quality and concentration of eluted RNA was assessed with the Agilent RNA 6000 Pico Kit (Agilent Technologies, CA). Only samples with the RNA integrity score >8 were further processed. For *Ezh2*, three control and three KO samples from three litters were used. For *Ehmt2*, four controls and four KO from four litters were used. A total of 750 pg of RNA from each sample was amplified using Ovation RNA-seq System V2 (NuGEN Technologies, CA). The quality of cDNA was confirmed by measuring the expression of *Ehmt2, Ezh2, Pou5f1* and *Nanog* by qPCR.

For every sample, 1.5 μg of cDNA was sheared to ~230 bp using S220 Focused-ultrasonicator (Covaris, MA). The fragmented cDNA was then concentrated using Qiagen Reaction Cleanup Kit (MinElute). A total of 500 ng of each sample was used as input for library preparation using Encore Rapid DR Multiplex Library System (NuGEN Technologies, CA). Finally, the adaptor-ligated DNA was quantified using KAPA Library Quantification Kit (Kapa Biosystems, MA) and sequenced using HiSeq2000 or HiSeq2500 with single-end 40 or 50 nt read length.

#### RNA-seq analysis

RNA-seq reads were all trimmed to 40 nt read length, adapters were removed, and reads were aligned with Tophat2 (Kim et al., 2013) against the mouse reference (GRCm38/mm10) genome. Read counts per ENSEMBL transcript were obtained by HTseq-count (Anders et al., 2014). Transcript annotations were based on ENSEMBL Release 74. Replicates were evaluated, read counts per transcript were normalised, and analysis of differential expression was performed by using the R Bioconductor DESeq package (Anders and Huber, 2010). Normalised read counts were further divided by transcript length (per kB). To account for expression heterogeneity between embryos, the expression in each KO embryo was compared with all control samples. The p-values for each of the three or four comparisons were combined by a Fisher’s combined probability test and set at p<0.05 (Fisher, 1925). To identify biologically relevant results, we set a minimal expression in each replicate of the upregulated sample at Log2(RPKM)>1. Finally, in each comparison, FC in expression had to be at least Log2(FC) >1.4.

Published RNA-seq datasets for E3.5 blastocysts were downloaded from the European Nucleotide Archive (ERP005749), reads were trimmed to 40 nt length, and subsequently processed in a similar manner for comparison with E6.25 epiblast using DESeq.

#### Repeat expression analysis

RepeatMasker annotations for the mouse reference genome were obtained from the Univeristy of California, Santa Cruz (UCSC) Table Browser. RNA-seq reads were aligned to the mouse reference genome by using bowtie (bowtie-bio.sourceforge.net; version 1.1.0) with parameters ‘-m 1 –v 2 –-best –-strata’ in order to select reads that uniquely map to single repeat copies in the genome only. Read counts for repeat regions were normalised by the total number of RNA-seq reads that aligned to protein-coding genes and by repeat size (in kB). Statistical tests for differential expression of genomic repeat copies were performed by the R Bioconductor DESeq package.

#### GO term enrichment analysis

GO term enrichment analysis was performed using the DAVID tool (http://david.abcc.ncifcrf.gov, [Huang et al., 2009]). P-values presented were calculated using modified Fisher exact p-value. To summarize relative enrichment of GO terms in H3K9me2- versus H3K27me- marked and repressed genes, we have used ‘revigo’ tool to remove terms with substantial overlapping gene sets (http://revigo.irb.hr, [Supek et al., 2011]).

#### Immunofluorescence

Embryos were dissected from the decidua and Reichert’s membrane and treated as previously described (Nichols et al., 2009). Primary antibodies used are as follows: anti-H3K9me2 (Millipore, CA, 17–648), anti-H3K9me2 (Abcam, UK, ab1220), anti-GFP (Nacalai tesque, Japan, GF090R), anti-G9a (R&D Systems, MN, A8620A), anti-GLP (R&D Systems, MN, PP-B0422-00), anti-cleaved Caspase 3 (Abcam, UK, ab32042), anti-Ki67 (BD Bioscience, NJ, 550609), anti-NANOG (Cosmobio, Japan, REC-RCAB002P-F), anti-AP2γ (Santa Cruz, CA, sc-9877). All imaging was performed using SP5 or SP7 confocal microscope (Leica, Germany).

#### Stem cell culture

EpiLCs were induced from 2i/LIF ESCs as previously described (Hayashi et al., 2011). For genome-wide studies a X6^-^ EpiSCs (Gillich and Hayashi, 2011) and GGOF ESC lines were used. EpiSCs were grown in feeder-free conditions in fibronectin (Millipore, CA) coated dishes. Culture media contained: N2B27 medium supplemented with bFGF (12 ng/ml) and ActivinA (20 ng/ml).

#### Native ChIP-seq

Chromatin was released as previously described (Hackett, et al., 2013). For each ChIP, 10^7^ female day 2 EpiLCs or EpiSCs were used. Immunoprecipitation was performed in dilution buffer (16.7 mM Tris-HCl, pH8, 167 mM NaCl, 1.2 mM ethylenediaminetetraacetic acid [EDTA], 1.1% Triton X-100, 0.01% sodium dodecyl sulfate (SDS), 0.2 mM PMSF, 1 mM dithiothreitol [DTT], 1X Protease Inhibitors) using Protein G Dynabeads (Life Technologies, CA) coated with antibodies specific to H3K27me3 (07–449, Millipore, CA) and H3K9me2 (ab1220, Abcam, UK). For H3K27me3, the ChIP beads were washed three times in ChIP W1 buffer (150 mM NaCl, 10 mM TrisHCl pH 8, 2 mM EDTA, 1% NP40, 1% Na-deoxycholate, 0.2 mM PMSF, 1 mM DTT) and further three washes with increased NP40 concentration to 1.5% (W1.5). For H3K9me2 there were two washes each in low salt (0.1% SDS, 1%, TritonX-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 150 mM NaCl, 1 mM DTT), high salt (0.1% SDS, 1%, TritonX-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 300 mM NaCl, 1 mM DTT) and LiCl buffer (0.25 M LiCl, 1% NP40, 1% Na deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.1, 1 mM DTT). After a final TE (10 mM Tris-HCl pH 8.1, 1 mM EDTA) wash samples were eluted, proteins digested with proteinase K, and DNA purified using phenol/chlorophorm/IAA extraction and further ethanol precipitation. For each experiment, enrichment was confirmed by qPCR for control regions (for primer sequence see Supplementary file 1).

Each experiment was performed in biological replicates and 20 ng of immunoprecipitated or input DNA was used for library preparation using Ovation Ultralow DR Multiplex System (0331, NuGEN Technologies, CA). Once prepared, library DNA was resolved on a 2% agarose gel and the mononucleosome (for H3K27me3) and dinucleosome (for H3K9me2) fractions were isolated using MiniElute gel extraction kit (Qiagen, Germany) and sequenced using HiSeq2000 with single-end 40 nt read length.

#### Low cell number ChIP-seq

lcChIP-seq was performed by using a modified published method (Ng, et al., 2013). Briefly, EpiSC, EpiLCs or FACS-purified (Fluorescence-activated cell sorting) epiblast cells were fixed in 1% formaldehyde (room temperature, 10 min), quenched with 1 vol. 250 mM glycine (room temperature, 5 min), and rinsed with chilled TBSE buffer (20 mM Tris-HCl, 150 mM NaCl, 1 mM EDTA) twice before freezing in liquid nitrogen. After thawing on ice, fixed cells were pooled (25,000 cells per lcChIP-seq and 50,000 cells per lcChIP-qPCR) and lysed with 100 μl 1% SDS lysis buffer (50 mM Tris-HCl pH8, 10 mM EDTA, 1% SDS, Roche protease inhibitor cocktail; 5mM sodium butyrate on ice, 5 min) and then centrifuged (2000 RPM, 10 min). Samples were resuspended in 100 μl of dilution buffer. Samples were sonicated nine times (30 s pulses with 30 s break interval) using a Bioruptor water bath sonicator (Diagenode, Belgium). Chromatin extracts were then pre-cleared with Protein G Dynabeads and immunoprecipitated overnight with Protein G Dynabeads coupled with antibodies specific to H3K27me3 (07–449, Millipore, CA), H3K9me2 (ab1220, Abcam, UK), H3K27ac (ab4729, Abcam, UK) or normal rabbit serum (Santa Cruz, CA). On the next day, beads were washed for 5 min at 4°C once in each low salt, high salt, LiCl and TE buffer. After elution, samples were digested with proteinase K and reverse crosslinked for 6 hr at 68°C. DNA was purified (phenol-chloroform extraction) and used for qPCR analysis to validate enrichments.

Unless otherwise stated, lcChIP-qPCR samples were rescaled by normalizing to +ve control region (H3K9me2: *Pcsk5*; H3K27me3: *Hoxc10*; H3K27ac: *Gpr20*).

For lcChIP-seq, isolated DNA was primed using WGA4 kit (Sigma-Aldrich, MO). The next step involved library amplification using HiFi Library Amplification master mix (Kapa biosystems, MA) and BpmI-primer (CCGGCCCTGGAGTGTTGGGTGTGTTTGG). These reactions were incubated in a thermocycler using following conditions: 98°C for 3 min; 11–12× (98°C for 10 s; 65°C for 30 s; 72°C for 1 min); 72°C for 7 min: or 4°C as suggested. The number of cycles depended on the amount of DNA precipitated and so 11 cycles were used for H3K9me2 and 12 for H3K27me3. Amplified DNA was purified with Agencourt RNA clean XP beads. Adapter trimming was performed by BpmI digestion, secondary adaptor ligation, and a second round of digestion (Ng, et al., 2013). Digested DNA was purified with Agencourt RNA clean XP bead and used for library preparation using Ovation Ultralow DR Multiplex System (0331, NuGEN Technologies, CA). Once prepared, library was sequenced using HiSeq2000 with single-end 40 nt read length.

#### Sequential ChIP-qPCR

3 × 10^6^ of *Ehmt2^F/−^ CreER^+ve^* day 2 EpiLCs were used per experiment. Cells were fixed and frozen as for lcChIP. Similarly, samples were lysed with 1ml lysis buffer. After pelleting the nuclei, they were resuspended in 1 ml dilution buffer and sonicated for lcChIP. Precleared lysates were immunoprecipitated overnight with anti-H3K9me2, anti-H3K27ac, or IgG controls immobilized with Dynabeads Antibody Coupling Kit. After performing six 10 min long washes (2× low salt, 2× high salt, 2× LiCl buffer), complexes were eluted in lysis buffer. Ten percent of each sample was saved for enrichment validation. Remaining samples were diluted ten-fold and used further in lcChIP-qPCR protocol.

#### ChIP-seq analysis

ChIP-seq reads were extended to a total length of 250 nt for lcChIP, and 150 or 300 nt for H3K27me3 and H3K9me2 nChIP according to selected fragment sizes. Reads were aligned to the mouse reference genome (GRCm38/mm10) using bowtie with parameters ‘–m 1 –v 2’ (Langmead et al., 2009). ChIP-seq intensities on all genomic regions (promoters, gene bodies, enhancer regions and 1kB tiles) were quantified as Log2(normaliseormalized ChIP/input) values. ChIP and input values were obtained as read counts per genomic region divided by total number of mapped reads and divided by the size of the region in kB. UCSC genome browser tracks represent Log2(normalised ChIP/input) on 200 nt-sliding windows with a 50 nt offset. To compare genome-wide distributions of H3K9me2 and H3K27me2 in different cell types, 1kB tiles were calculated for all chromosomes with a 500 bp offset, and each tile was intersected with annotated genomic regions obtained from the UCSC Table Browser.

Published ChIP-seq datasets were downloaded from GEO (GSE56138 ES 2i: p300, H3K27ac, H3K4me1, EpiLC: H3K27ac, H3K4me1 plus Activin conditions; GSE57409 EpiSC: H3K27ac, H3K4me1). To determine active enhancers in 2i/LIF ESCs, peaks were called for p300, H3K4me1, and H3K27ac ChIP-seq datasets in ES 2i with MACS (liulab.dfci.harvard.edu/MACS). p300 peaks that intersected with an H3K27ac and H3K4me1 peak, but not with any annotated promoter region were classified as active enhancers.

To classify regions as marked by H3K9me2 and H3K27me3, we have used average Log2(normalised ChIP/input) from two biological replicates in all the analysis. Regions were separated into three clusters by k-means method and the most highly enriched was designated as marked. For differential enrichment analysis between EpiSCs and E6.25 epiblast, EdgeR was used (pval<0.05, Log2FC>2) (Nikolayeva and Robinson, 2014).

#### Classification of epigenetic signatures by self-organizing maps

To classify epigenetic signatures of promoters and gene bodies, histone modification (Log2[ChIP/input]) and DNA methylation levels on each genomic region and expression levels of the corresponding genes were represented by n-dimensional feature vectors. Feature vectors were centre-scaled (mean=0, standard deviation=1), and self-organizing maps (SOMs) were trained using the R kohonen() package (Wehrens and Buydens, 2007). After training, each node on the hexagonal map represented a set of promoters or gene bodies with very similar epigenetic signatures and transcriptional states. The figures show the average epigenetic modifications and expression levels for the genomic regions summarized in each node. Neighbouring nodes on the map also contain genomic regions with similar signatures and expression levels as a result of an update function, which adjusts close neighbours with decreasing distance during training.

To classify enhancer signatures across different cell types, the same analysis was performed with feature vectors representing histone modifications and DNA methylation levels on enhancer regions (p300 peak summits ± 800 nt) in 2i/LIF ESCs, EpiLC, EpiSC and epiblast. For the representation of sets of enhancers with highly similar signatures as ranked heatmaps, the average values of the epigenetic modifications for the enhancers in each SOM node were determined and ranked by their average H3K9me2 values in EpiLCs or by their average H3K27ac values in EpiSC.

#### DNA motif enrichment analysis

Eight hundred and forty-three position-specific weight matrices were determined by high-throughput SELEX sequencing for human and mouse DNA-binding domains (Jolma et al., 2013). Enhancer regions (p300 peak summits ± 800 nt) that were marked by H3K9me2 or H3K27me3 were scanned using fimo (http://meme-suite.org). To evaluate enrichment, 1000 sets of random regions of the same size were generated in gene regions (± 50 kB of flanking intergenic region), and the frequency of DNA-binding motifs was determined using a p-value threshold of 1e-5.

#### WGBSeq

DNA was isolated from d2 EpiLC and EpiSC pellets using DNeasy blood and tissue kit (Qiagen, Germany). For every sample, 200 ng was sheared into ~250 bp using S220 Focused ultrasonicator (Covaris, MA). A total of 160 ng of sonicated and purified DNA was used for library preparation using Ovation Ultralow Methyl-Seq Library System (NuGEN Technologies, CA). This entailed a 3.5 h bisulfite conversion of adapter-ligated DNA using EZ DNA Methylation-Direct (Zymo Research, CA). The DNA was amplified using seven cycles. Once libraries were prepared, they were sequenced using HiSeq2000 with paired-end 100 nt read length. Reads were quality trimmed and aligned to the bisulfite-converted genome with Bismark with parameters –n –l 40 (Krueger and Andrews, 2011). Genome-wide DNA methylation levels and differentially methylated regions were determined by using MethPipe (Song et al., 2013). Published WGBS datasets were downloaded from the EBI Read Archive and from GEO (ERR192350) and processed by the same analysis pipeline.

How the deposited data were processed for this re-analysis (not part of the article)

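The RNA-seq values of 14 single E6.25 epiblasts were read from the counts that the authors deposited, 1 count per Ensembl release 74 transcript. To make them, the authors trimmed the reads to 40 nt, removed adapters, aligned with Tophat2 to GRCm38 and counted with HTSeq-count. The deposited counts were not normalised; the lowest listed count was 1, and a transcript missing from a sample was given a count of 0. The 72516 transcripts listed in any sample were matched by identifier to GENCODE vM21, which is on GRCm38 and served for gene names, chromosomes and positions: 70021 (96.6%) matched, of 22134 genes, with 3.16 listed transcripts per gene on average.

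Conditions were mapped for the *Ehmt2* epiblasts (4 control, 4 knockout) and the *Ezh2* epiblasts (3 control, 3 knockout). Replicate numbers are those of the sample titles; the paper states the numbers of litters (4 and 3) but its text does not say which control and knockout shared a litter, so the replicate number was used as a block only as an alternative. The comparison sets of the *Ehmt2* epiblasts, replicates 1 to 3 and replicate 4, are those of Figure 2—source data 1.

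Transcripts with low counts were removed with edgeR's filterByExpr, grouped by genotype. Counts were scaled with TMM and expressed as CPM, edgeR's count unit relative to the scaled library size, and each cross was fitted by itself with glmQLFit and tested with glmQLFTest. A transcript was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 1.4; the standard error is the log2 fold change divided by the square root of the F statistic. The per-embryo rule, modelled on the methods but with edgeR, the comparisons of the source data and another floor, fitted a coefficient for each knockout, combined the p-values by Fisher's method with 2 degrees of freedom per comparison, and required a combined p-value under 0.05 without adjustment, a log2 fold change beyond 1.4 in every comparison and a normalised count of at least 5 in every epiblast of the higher group. Levels on the log2 scale are log2(CPM + 0.5). Gene sets were tested with limma's rotation test fry on the same design, two-sided, with adjustment over the sets. Of 8 marker sets, the one that holds a single gene was not tested. The Y-linked set was not tested in the *Ehmt2* cross either, since none of its genes passed the filter there. Single transcripts were also compared between genotypes with a two-sided exact permutation test on CPM. Intervals of counting error were not computed, and the smallest share given for a depth, 3 counts, covers counting error only.

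The genes named were chosen by a rule: every gene that the paper's results text, Figure 2D or Figure 2—figure supplement 3B names in connection with the RNA-seq; the genes higher in both knockouts; in each cross the 5 transcripts with the largest increase and the 5 with the largest decrease among those called and changed the same way in every knockout; and the genes of the marker sets. Where a gene has several transcripts, the one in the paper's source data was used, otherwise the one with the highest mean count.

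The code was tested on simulated data, counts drawn from the real samples' means, dispersions and library sizes with 200 transcripts changed. With a change of 3 on the log2 scale, edgeR called 98% of the raised and 82% of the lowered transcripts among 13749 transcripts of the *Ehmt2* samples, with 4 unchanged transcripts called, and with no change simulated it called 0. The per-embryo rule called 11 of the same 13749 transcripts, 1 per gene, with no change simulated.

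Versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. DESeq2 was used with its size factors and Wald test, without independent filtering or Cook's distance filtering.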

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

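Of the tests in this part, those with the extraembryonic ectoderm markers as a covariate, on replicate 4 by itself and on regrouped epiblasts by the per-embryo rule or for lower transcripts were chosen only after the result was seen.

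In 85 groups of 4 *Ehmt2* epiblasts, the gap of the highest or lowest epiblast to its nearest neighbour was divided by the range of the group and compared with Dixon's critical value. An epiblast stood apart in 9 groups, where chance at 1 in 20 gives 4.25, and in 4 of the 9 it was replicate 4. The total count of knockout 4 was 78951344 against a median of 34806373 in the other three knockouts (ratio 0.878), and control 4 also had the highest total of the controls, 71639359. *Pou5f1* was at 8.14 in control 4 against 7.15 as log2(CPM + 0.5) (ratio 0.857), and *Taf7l* had 6 counts in control 4 against 0 (ratio 1.0). Replicate 4 is its own comparison set in both genotypes, so for these 3 measures a difference between batches cannot be told apart from a difference between embryos, and no biological explanation was tested. The fourth was the mean level of 4 Y-linked genes, 3.84 in knockout 4 against a median of −0.81 (ratio 0.973). This level was also high outside replicate 4, at 3.85 in control 2 against −0.73 and −0.86 in controls 1 and 3, so a batch is not needed for it. The sex of the embryos is not among the conditions used here. A Y-linked level this high, also found in control 4 (3.75), is a sign of a male embryo.

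The remaining 5 groups concerned *Id2*, at 5.55 in knockout 1 against 3.37 in the others (ratio 0.946), *Nkx2-9*, at 0.79 in knockout 2 against −0.43 (ratio 0.910), *Cd3e*, at −0.39 in control 3 against −0.94 (ratio 0.850), *Casp14*, with 3 counts in control 3 against 0 (ratio 1.0), and *Rhox2d*, with 1 count in control 2 against 0 (ratio 1.0). In *Casp14*, *Rhox2d* and *Taf7l* the other three controls had 0 counts, so any count in 1 epiblast gives the ratio 1.0. No biological explanation was tested for these genes.

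The extraembryonic ectoderm markers *Elf5*, *Tfap2c* and *Sox21*, which are not in the paper's lists of misregulated genes, were higher in *Ehmt2-/-* epiblasts, with log2 fold changes of 6.03, 3.80 and 4.28 (adjusted p = 0.0113, 0.0119 and 0.047 from edgeR's quasi-likelihood test). Each was above every control in 3 of 4 knockouts and had 0 counts in knockout 4 (two-sided exact permutation test, p = 0.143 for each). The mean level of the marker set was 4.00, 2.67, 2.78 and 0.14 in knockouts 1 to 4 and between 0.36 and 1.19 in controls. RNA from extraembryonic ectoderm left on knockouts 1 to 3 at dissection is a candidate explanation for these genes and for part of the 218 higher transcripts. The set as a whole had a median log2 fold change of 2.29, with 11 of 12 genes higher, but its adjusted p was 0.139 from limma's rotation test fry, so the test left the question open; that 11 of 12 genes should count beside the p-value was decided after the values were seen. Visceral endoderm markers were tested in the same way and gave 0.761, with 5 of 10 genes higher, which goes against RNA from that tissue. With the mean level of the extraembryonic ectoderm markers as a covariate, 183 transcripts were higher. By the criterion written for this test, a fall to under 0.5 of the 218, that count would go against the explanation, but 64 of the 183 were among the 218, 154 were lost and 119 were gained, and the covariate runs with the genotype in replicates 1 to 3, so the test was taken as undecided. The 197 genes higher without replicate 4 had a median log2 difference of 0.33 between knockout 4 and control 4, where 59 of them (29.9%) were past 1.4, against 5.09% of all 13989 tested genes. The criterion for this test, a median within 0.5 of 0, was set before the test was run but after similar medians of each knockout had been seen, and the value is what RNA from extraembryonic ectoderm in knockouts 1 to 3 would give. A smaller effect of the knockout in replicate 4, for a biological or a batch reason, would give it too, and there is 1 epiblast per genotype. The X-linked genes among the 197 had a median of 1.12 (35 genes) and the other genes 0.18 (162 genes). *Asz1*, *Rhox5*, *Cdkn1a*, *Cd3e* and *Foxn4* kept an adjusted p-value under 0.05 with the covariate, and their increase was also present in knockout 4, so the explanation does not cover them in full. The increase in the extraembryonic ectoderm markers cannot be told apart from RNA left at dissection, and derepression of these genes by loss of G9a in replicates 1 to 3 remains as an explanation as well.

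The same 8 epiblasts were regrouped to see how often other groupings give as many transcripts. Of the 8 groupings that part every pair with the same replicate number, 1, the real one, gave as many as 218 transcripts in 1 direction, and the others gave at most 1. The remaining groupings of the 35 put both members of a pair on the same side; among all groupings other than the real one the highest count was 12. Under the per-embryo rule, 1 of 8 gave as many as 275 higher transcripts (7 to 61 in the others). For lower transcripts the count was 1 of 8 by edgeR and 2 of 8 by the per-embryo rule (92, against 19 to 112 in the others). With 8 groupings, the share cannot fall under 0.05.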

How the results depend on the processing

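The alternatives named here were set before the data were examined, except the use of 1 transcript per gene, the marker covariates for extraembryonic ectoderm and visceral endoderm, the floor per kb, and for the marker sets every setting other than DESeq2 and RLE scaling; these were chosen after seeing the data. The cause was not tested for the changes below.

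Single genes kept their direction and their side of the threshold in 417 comparisons with an alternative other than leaving out an epiblast; 64 became weaker, 21 stronger and 2 reversed. Among the fits that left out an epiblast, 308 were the same, 67 weaker, 3 stronger and 4 reversed. *Asz1*, *Rhox5*, *Cdkn1a*, *Cd3e*, *Foxn4*, *Sycp2*, *Sfmbt2*, *Esrrb*, *Ebf1*, *Gm5128*, *Magea2*, *Magea10*, *Pdha2* and *Ehmt2* kept an adjusted p-value under 0.05 from edgeR with any 1 epiblast left out. *Sohlh2*, *Nkx1-2*, *Ildr2*, *Epha7*, *Rhox7*, *Gm2381*, *Bmp4* and *Id2* lost it in at least 1 such fit, and *Ezh2* in the *Ezh2* cross lost it when a knockout was left out. *Col4a6* and *Tnfrsf1a* lost it in all 8 such fits, where the lowest adjusted p-values were 0.0689 and 0.0501. No scaling moved the median of all transcripts by 0.1 or more.

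DESeq2 gave 538 higher and 188 lower transcripts in *Ehmt2-/-* epiblasts (218 and 28 by edgeR), 153 and 25 in *Ezh2-/-* epiblasts (0 and 6), and 12 genes higher in both (0). Without a filter on low counts, the *Ehmt2* counts were 394 and 66, 20 transcripts were higher in *Ezh2-/-* epiblasts, 1 gene was shared, and 149 were lower in *Ehmt2-/-* epiblasts by the per-embryo rule (92). With at least 10 counts in every sample, 86 transcripts were higher in *Ehmt2-/-* and 15 in *Ezh2-/-* epiblasts, and the share of X-linked genes was 7.69% (21.4%; one-sided Fisher's exact test, p = 0.115). The per-embryo counts were then 54 and 19 for *Ehmt2* (275 and 92) and 64 and 25 for *Ezh2* (290 and 74). Without the term for the comparison set, 51 were higher and 1 was lower in *Ehmt2-/-* epiblasts.

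With the replicate number as a block, 99 were higher and 6 lower in *Ehmt2-/-* epiblasts, 3 were higher in *Ezh2-/-* epiblasts and 1 gene was shared. With the Y-linked covariate, 88 were higher and 13 lower in *Ehmt2-/-* epiblasts, and 0 were lower in *Ezh2-/-* epiblasts (192 at an unadjusted p-value under 0.05). The log2 fold change of *Nanog* was then 0.0900 in *Ehmt2-/-* (−0.11) and −0.0650 in *Ezh2-/-* epiblasts (0.08). The median of the visceral endoderm set was 0.27 in *Ehmt2-/-* (−0.08) and −0.0607 in *Ezh2-/-* epiblasts (1.07), and that of the mesoderm and primitive streak set was −0.25 in *Ezh2-/-* epiblasts (0.40).

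With counts summed per gene, 61 genes were higher and 4 lower in *Ehmt2-/-*, and 1 was higher and 0 lower in *Ezh2-/-* epiblasts (49 lower at an unadjusted p-value under 0.05). With all 14 epiblasts in the same fit, 68 were lower in *Ehmt2-/-* and 1 was higher in *Ezh2-/-* epiblasts. Scaling by library totals gave 8 higher transcripts in *Ezh2-/-* epiblasts. A log2 fold change beyond 1 gave 52 lower transcripts in *Ehmt2-/-* epiblasts. By the per-embryo rule, 5 genes were higher in both. With 1 transcript per gene, 112 were higher and 12 lower in *Ehmt2-/-*, and 0 were lower in *Ezh2-/-* epiblasts (41 at an unadjusted p-value under 0.05); the per-embryo counts were 118 and 31 for *Ehmt2* and 108 and 18 for *Ezh2*. The extraembryonic ectoderm covariate gave 75 lower transcripts and a visceral endoderm median of 1.07 in *Ehmt2-/-* epiblasts, and the visceral endoderm covariate gave 1 higher transcript in *Ezh2-/-* epiblasts.

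With epiblasts left out in turn, the *Ehmt2* counts were from 95 to 399 higher and from 7 to 48 lower, and by the per-embryo rule from 352 to 686 and from 109 to 265. The *Ezh2* counts were from 0 to 21 higher and from 0 to 6 lower, where the unadjusted counts beside 0 were 842 to 1507 and 261 to 433, and by the per-embryo rule from 381 to 680 and from 114 to 230. From 0 to 2 genes were shared. The log2 fold change of *Nanog* was from −0.24 to 0.0790 in *Ehmt2-/-* epiblasts. In *Ezh2-/-* epiblasts it was from −0.12 to 0.17, that of *Ehmt2* from −0.0758 to 0.22 and that of *Pou5f1* from −0.34 to 0.00234. The medians of the sets in *Ehmt2-/-* epiblasts were from 0.27 to 0.94 (naïve), from −0.50 to −0.31 (primed), from −0.22 to −0.10 (general), from 1.65 to 3.10 (extraembryonic ectoderm) and from −0.81 to 0.51 (visceral endoderm). For mesoderm and primitive streak they were from −1.83 to −0.08. All but the visceral endoderm and mesoderm sets passed an adjusted p-value of 0.05 from fry in some of these fits. With all 8 epiblasts, the mesoderm set had a median of −1.44 (1 of 8 genes higher, adjusted p = 0.421 from fry). Its mean level was 2.62 in control 2 and between −0.10 and 0.58 in the other controls. In *Ezh2-/-* epiblasts they were from −0.0863 to 0.00104 (general) and from −2.53 to 5.02 (visceral endoderm).

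*Nkx2-9*, *Taf7l*, *Rhox2b*, *Rhox2d* and *Vgll1* had too few counts to be tested in the *Ehmt2* epiblasts. Few counts in controls alone did not prevent a test. *Rhox7*, *Gm5128* and *Magea2* had 0 counts in every control and were tested.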

Differences from the paper's values

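By the per-embryo rule, 275 transcripts were higher in *Ehmt2-/-* epiblasts against the paper's 147, and 92 were lower against the paper's 33. In transcripts, none of the 17 alternatives set before the data were examined closed either gap. In genes, the unit the paper's text gives for this list, the rule gave 152 higher, close to the paper's 147, and 57 lower. With 1 transcript per gene, a setting chosen after seeing the values, the counts were 118 and 31. By edgeR's adjusted p-value the counts, 218 and 28, were within 1.5 times the paper's.

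In *Ezh2-/-* epiblasts, 0 transcripts were higher by edgeR's adjusted p-value (758 at an unadjusted p-value under 0.05) against the paper's 165, and 6 were lower against the paper's 24. Of the 16 alternatives set before the data were examined, DESeq2 closed both gaps, with 153 and 25, and the others closed neither. By the per-embryo rule, 290 were higher against the paper's 165; DESeq2 with the same rule, with 215, closed this gap and the other 12 of the 13 alternatives set before the data were examined did not. Under that rule, 74 were lower against the paper's 24; the minimum of 10 counts in every sample, with 25, closed this gap and the other 12 did not. With 1 transcript per gene, chosen after seeing the values, the per-embryo counts were 108 and 18. The count of 108 did not close its gap and 18 did. Counted in genes, the per-embryo rule gave 171 higher, close to the paper's 165 transcripts, and 41 lower.

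No gene was higher in both knockouts by edgeR's adjusted p-value (0 genes, and 63 at an unadjusted p-value under 0.05), against the 5 genes in both of the paper's lists. Of the 25 alternatives set before the data were examined, calls by the per-embryo rule gave 5 genes, and the others did not close the gap. Of the 5 genes by that rule, *Acpp*, *Sfmbt2* and *Tox2* are among the paper's; *Esrrb* and *Snx11* are not, and the paper's *Nkx2-9* and *Taf7l* were not tested in the *Ehmt2* epiblasts.

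The log2 fold change of *Rhox7* was 8.35 against the paper's 5.16, and none of the 18 alternatives set before the data were examined closed the gap. The gene had 0 counts in every control, so the size of its fold change depends on the small count that edgeR adds. The 2 values therefore cannot be compared for size.

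The paper names *Hoxd13* and *Lefty2* among the transcripts changed in *Ezh2-/-* epiblasts; both were higher in 3 of 3 knockouts, with adjusted p-values of 0.404 and 0.125 from edgeR. The paper shows *Casp14*, *Foxj1*, *Fos*, *Inpp5d*, *Morc1*, *Neurod1*, *Zfp319* and *Zp2* among the genes upregulated in *Ehmt2-/-* epiblasts; all 8 were higher in 4 of 4 knockouts, with adjusted p-values between 0.0526 and 0.283 from edgeR. For genes enriched with H3K9me2 at gene bodies, the paper gives a larger share without differential expression than the 96.7% of tested genes found here for the most enriched regions; by the paper's own list of misregulated genes the share was 99.4%. For the most enriched regions with H3K27me3 at promoters, the share by the paper's own *Ezh2* list was 95.5% (42 of 943 genes listed), also under the share the paper gives.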

Other observations

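Of the tests in this part, those on the count minimum, with a marker covariate and on regrouped epiblasts by the per-embryo rule or for lower transcripts were chosen only after the result was seen.

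Different numbers of male and female embryos in the 2 groups could raise the share of X-linked genes among those higher in *Ehmt2-/-* epiblasts. With the level of Y-linked genes as a covariate, the share was 32.7%, above the 3.79% of the tested genes, which goes against this explanation. With at least 10 counts in every sample the share fell to 7.69%. Of the higher genes, 21 of 25 X-linked and 48 of 92 others were under the minimum in at least 1 epiblast (two-sided Fisher's exact test, p = 0.0053). This comparison follows from the fall of the share and does not test its cause.

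The naïve pluripotency set had a median log2 fold change of 0.42 in *Ehmt2-/-* epiblasts, and 0.11 with the mean level of the extraembryonic ectoderm markers as a covariate. RNA from extraembryonic ectoderm in knockouts 1 to 3 may account for part of the difference in the median of this set. It does not cover *Esrrb*, the only gene of the set with an adjusted p-value under 0.05, in full: *Esrrb* had 67 counts in knockout 4 against 0 in control 4, and a log2 fold change of 3.10 with the covariate (adjusted p = 0.086 from edgeR). The covariate runs with the genotype in these replicates, so an effect of the knockout on the set cannot be told apart from it.

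In the *Ezh2* cross, the mean level of the visceral endoderm markers was 4.23 in control 2 and 5.22 in knockout 1, and between 0.56 and 1.41 in the other four epiblasts. RNA from visceral endoderm in 1 control and 1 knockout epiblast could lower the number of transcripts that pass the threshold. With the level of these markers as a covariate, 1 transcript was higher, against 0 without it (758 at an unadjusted p-value under 0.05). By the criterion written for this test, under 10, that count would go against the explanation. Without control 2, however, 21 transcripts were higher, and without knockout 1 there were 0 (842 at an unadjusted p-value under 0.05), so after these values were seen the test was taken as undecided. The fit without control 2 does not decide it either: the mean level of Y-linked genes was 4.01, 4.22 and 4.25 in knockouts 1 to 3 and 4.15 in control 2, but −0.66 and −0.65 in controls 1 and 3, so without control 2 the genotype and the Y-linked level cannot be told apart.

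The 6 *Ezh2* epiblasts were regrouped in the same way as the *Ehmt2* epiblasts. In 4 groupings every pair with the same replicate number is parted. By edgeR the real grouping gave 0 higher transcripts (758 at an unadjusted p-value under 0.05). Any grouping gives at least 0, so the regrouping cannot test this count. Of the 4, only the real one gave as many as 6 lower. These were all isoforms of *Ezh2*, the gene knocked out, so this count does not test other genes. By the per-embryo rule, 1 of 4 gave as many as 290 higher transcripts (80 to 147 in the others) and 4 of 4 gave as many as 74 lower (100 to 322 in the others). Which side of a regrouping counts as higher is arbitrary. Counted in 1 direction, the real grouping was not alone in reaching 290, since another gave 322. Among all 10 groupings, the most transcripts in 1 direction was 51, in a grouping that keeps a pair together. With 4 groupings, the share cannot fall under 0.05.

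All 180 transcripts of the paper's *Ehmt2* list had a combined statistic above 5.99, the chi-square limit for 2 degrees of freedom, and 148 were above 15.5, the limit for 8. In the paper's *Ezh2* list all 189 were above 5.99 and 118 were above 12.6, the limit for 6 degrees of freedom. The lowest values were 7.82 and 6.01. The limit for 2 degrees of freedom thus lies just under the lowest value of the *Ezh2* list only. For the *Ehmt2* list neither limit lies next to the lowest value, so its cutoff need not be either of them.

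The extraembryonic ectoderm markers were higher in *Ezh2-/-* epiblasts in 10 of 10 genes, with a median log2 fold change of 0.69 (adjusted p = 0.347 from limma's rotation test fry). Whether RNA from that tissue was left on these epiblasts was not tested with a covariate.

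Between the knockouts, 63 genes with an unadjusted p-value under 0.05 and a log2 fold change above 1.4 were shared. Chance would give 12.1 if every tested gene were equally likely to pass, which was not checked. No explanation was tested for this overlap.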
